# *Tnfaip2/exoc3*‐driven lipid metabolism is essential for stem cell differentiation and organ homeostasis

**DOI:** 10.15252/embr.201949328

**Published:** 2020-12-10

**Authors:** Sarmistha Deb, Daniel A Felix, Philipp Koch, Maharshi Krishna Deb, Karol Szafranski, Katrin Buder, Mara Sannai, Marco Groth, Joanna Kirkpatrick, Stefan Pietsch, André Gollowitzer, Alexander Groß, Philip Riemenschneider, Andreas Koeberle, Cristina González‐Estévez, Karl Lenhard Rudolph

**Keywords:** *Exoc3*, lipid metabolism, organ homeostasis, stem cell differentiation, *Tnfaip2*, Metabolism, Regenerative Medicine

## Abstract

Lipid metabolism influences stem cell maintenance and differentiation but genetic factors that control these processes remain to be delineated. Here, we identify *Tnfaip2* as an inhibitor of reprogramming of mouse fibroblasts into induced pluripotent stem cells. *Tnfaip2* knockout impairs differentiation of embryonic stem cells (ESCs), and knockdown of the planarian para‐ortholog, *Smed‐exoc3*, abrogates *in vivo* tissue homeostasis and regeneration—processes that are driven by somatic stem cells. When stimulated to differentiate, *Tnfaip2*‐deficient ESCs fail to induce synthesis of cellular triacylglycerol (TAG) and lipid droplets (LD) coinciding with reduced expression of vimentin (*Vim*)—a known inducer of LD formation. *Smed‐exoc3* depletion also causes a strong reduction of TAGs in planarians. The study shows that *Tnfaip2* acts epistatically with and upstream of *Vim* in impairing cellular reprogramming. Supplementing palmitic acid (PA) and palmitoyl‐L‐carnitine (the mobilized form of PA) restores the differentiation capacity of *Tnfaip2*‐deficient ESCs and organ maintenance in *Smed‐exoc3*‐depleted planarians. Together, these results identify a novel role of *Tnfaip2* and *exoc3* in controlling lipid metabolism, which is essential for ESC differentiation and planarian organ maintenance.

## Introduction

Lipid metabolism is increasingly recognized as a key process required for the maintenance and the differentiation capacity of stem cells. In *Drosophila*, genetic impairments in mitochondrial lipid metabolism result in loss of germline stem cells, which is rescued by enhancing mitochondrial lipid metabolism (Sênos Demarco *et al*, 2019). In addition, the generation of enteroendocrine cells from intestinal stem cells in the *Drosophila* gut was shown to be modulated by dietary lipids impinging on sterol levels and Notch signaling (Obniski *et al*, 2018). Similarly, in vertebrates, mitochondrial lipid metabolism is important for the maintenance of stem cells, such as hematopoietic stem cells (Gurumurthy *et al*, 2010; Ito *et al*, 2012). In addition, lipid metabolites can also contribute to the instruction of differentiation. For example, epoxyeicosatrienoic acids (EETs) enhance bone marrow‐derived hematopoiesis (Lahvic *et al*, 2018) and phosphatidylinositol (PtdIns) transfer proteins (PITPs) stimulate a golgi lipid signaling pathway controlling cell polarity during neurogenesis (Xie *et al*, 2018).

The important role for lipid metabolites in differentiation and self‐renewal of stem cells was also supported by the finding on cultured pluripotent cells. Autotaxin‐dependent autocrine stimulation of lipid signaling along with LIF/BMP4 signaling induces the entry of iPSCs into a naïve stage (Kime *et al*, 2016). In contrast, fatty acids deprivation from culture medium by itself suffices to impair differentiation of naïve ESCs into a primed stage thus enabling the prolonged culture of naïve ESCs (Cornacchia *et al*, 2019). Together, these data imply that lipid metabolism influences the differentiation and self‐renewal of pluripotent stem cells as well as somatic stem cells in tissues of the organism. Genetic factors that control lipid metabolism and the function of stem cells in organ maintenance and regeneration remain yet to be delineated in greater detail. Such studies could improve our understanding of alterations in stem cell function that affect tissue homeostasis and disease development in response to changes in lipid metabolism that occur during aging, metabolic diseases or in response to changes in diets.

Here, we reasoned that stable iRNA screening may enable the identification of genes that influence the transition of somatic cells into iPSCs. Assuming that some of these genes would also be important for the function of somatic stem cells *in vivo*, planarians were employed as a model to identify genes that influence the maintenance and regeneration of tissues *in vivo*. Our study revealed that the knockdown of *Tnfaip2*—a downstream target of TNFα/NFκB signaling (Chen *et al*, 2014)—enhances reprogramming of mouse fibroblasts into iPSCs. The study shows that *Tnfaip2* and its planarian para‐ortholog, *Smed‐exoc3*, are essential for the differentiation of murine embryonic stem cells (ESCs) in culture and for the *in vivo* maintenance of tissue homeostasis and regeneration in planarian, respectively. Mechanistically, the study reveals that *Tnfaip2* induces *Vim*‐dependent lipid droplet (LD) formation and increases cellular triacylglycerol (TAG) content in early stages of ESC differentiation. In line with the conserved functionality between *Tnfaip2* and *Smed‐exoc3*, significant reductions in TAG levels were also observed in *Smed‐exoc3*‐depleted planarians. The administration of fatty acids, palmitic acid (PA), and its mitochondrial carrier, palmitoyl‐L‐carnitine (PC), restores differentiation capacity of *Tnfaip2*‐deficient ESCs as well as organ maintenance in *Smed‐exoc3*‐deficient planarians *in vivo*. Together, these results provide experimental evidence for an essential role of *Tnfaip2/Smed‐exoc3* in promoting ESC differentiation as well as organ homeostasis and regeneration in planarians by regulating lipid metabolism.

## Results

### shRNA screening of cancer‐related genes identifies knockdown of *Tnfaip2* as an enhancer of reprogramming of murine embryonic fibroblasts (MEFs) into induced pluripotent stem cells (iPSCs)

To identify genes that may regulate cell plasticity and differentiation, an shRNA‐mediated gene knockdown screen was conducted during reprogramming of MEFs into iPSCs. We employed a previously described shRNA library consisting of 1,772 sequence‐verified miR30‐based shRNAs targeting around 1,000 putative cancer‐related genes (Wang *et al*, 2012). MEFs were prepared from three independent mouse embryos of C57BL/6J mice at day 13.5 post coitum (E13.5). MEFs were co‐transduced at passage‐3 with (i) a polycistronic vector expressing an mCherry reporter along with the four Yamanaka factors (4‐Factors = 4F: *Oct4*, *Sox2*, *Klf4*, and *c‐Myc* = OSKM, Sommer *et al*, 2009), and (ii) a vector expressing a GFP reporter along with the above‐mentioned shRNA library. Four days after infection, double positive (GFP^+^/mCherry^+^) MEFs were FACS‐sorted and were allowed to reprogram for another 14 days toward the generation of iPSCs.

Reprogrammed iPSCs that have silenced the transgene expression (mCherry‐negative) and expressed the pluripotency marker, SSEA1, were used for the study. To identify shRNAs that enhanced the reprogramming process, we sorted reprogrammed cells (SSEA1^+^, mCherry^‐^) and non‐reprogrammed cells (SSEA1^‐^, mCherry^+^). Deep sequencing analysis identified shRNAs that exhibited a differential prevalence in iPSCs compared to non‐iPSCs (Fig 1A, Dataset EV1). Aiming to include planarian as an experimental *in vivo* system to study whether candidate genes may also influence the function of somatic stem cells, follow‐up experiments focused on *Tnfaip2* shRNA since it was one of the top candidates in the reprogramming screen (Fig 1A, Dataset EV1) and, moreover, had an orthologous gene in planarian (see below).

**Figure 1:**
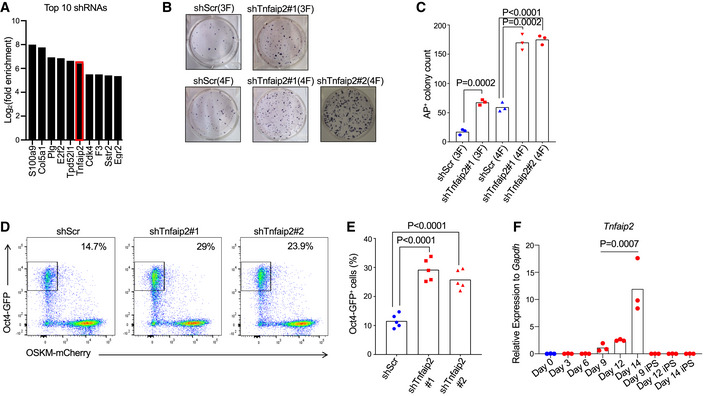
Knockdown of *Tnfaip2* enhances reprogramming of MEFs into iPSCs AStable RNAi screening of cancer‐related genes was conducted to identify gene knockdowns that enhance reprogramming of MEFs into iPSCs. The graph shows the 10 shRNAs that were most strongly, positively selected in iPSCs compared to non‐reprogrammed cells on day 14 of reprogramming (*n* = 3 biological replicates).B–EMouse embryonic fibroblasts (MEFs) were co‐infected with shRNAs against *Tnfaip2* or a scramble shRNA and reprogramming factors. The cotransduced cells were sorted and were reprogrammed for 14 days: (B) Representative images and (C) quantification of alkaline phosphatase‐positive (AP^+^) iPSC colonies on day 14 of reprogramming by transfection of 4 reprogramming factors (=4F*:* *Oct4*, *Sox2*, *Klf4*, *c‐Myc* = OSKM) or three factors (=3F: OSK). [*n* = 3 biological replicates per group; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐sided *t*‐test analyzed by one‐sided *t*‐test with Holm–Sidak correction for multiple testing]. (D) Representative FACS profiles and (E) percentage of *Oct4*‐GFP^+^ iPSCs obtained after 14 days of reprogramming of MEFs from *Oct4*‐eGFP mice using 4F‐transduction on day zero that were infected with shRNAs targeting *Tnfaip2* or a scrambled shRNA control [*n* = 5 biological replicates; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐sided *t*‐test with Holm–Sidak correction for multiple testing].FmRNA of *Tnfaip2* was measured by RT–qPCR at the indicated days of reprogramming by 4F‐transduction on day zero [*n* = 3 biological replicates; log‐transformed data were not normally distributed (*P* > 0.05 as per Shapiro–Wilk test), *P*‐value for the upregulation of *Tnfaip2* on consecutive test days 9, 12, and 14 was calculated starting with the probability of maximum rank‐based difference, i.e. having two groups of three data points perfectly separating, *P*_1,b_ = 0.1 (bidirectional) and *P*_1,u_ = 0.05 (unidirectional); the probability of finding a triple series of max. difference starting at some time point is *P*_triple,tp_ = *P*_1,b_ · *P*_1,u_ · *P*_1,u_, and finding such a triple somewhere across the 5‐step time series is *P*_triple_ = *P*_triple,tp_ + 2 · (1−*P*_1,u_) · *P*_triple,tp_ = 0.0007.

To test the reproducibility of the knockdown effect of *Tnfaip2* on reprogramming, a second shRNAs against *Tnfaip2* (AGAGATTTCTTTTTTATAT) was designed using the SplashRNA software (Pelossof *et al*, 2017). Both shRNAs showed a knockdown efficiency of *Tnfaip2* mRNA expression of >70% (Fig EV1A). MEFs were isolated from *Oct4*‐eGFP transgenic mice and were cotransfected with (i) a lentivirus expressing either one of the shRNAs against *Tnfaip2* along with a BFP reporter, and (ii) a lentivirus harboring a polycistronic OSKM cassette co‐expressing an mCherry reporter. Alkaline phosphatase (AP) staining of reprogrammed colonies or FACS analysis of *Oct4*‐GFP reporter expression (Lengner *et al*, 2007) revealed that depletion of *Tnfaip2* led to a 2‐ to 3‐fold elevation in the reprogramming efficiency (Fig 1B–E). The knockdown of *Tnfaip2* also led to enhanced reprogramming when only three Yamanaka factors (= 3F: *Oct4*, *Sox2*, and *Klf4* = OSK) were used in the absence of *c‐Myc* (Fig 1B and C). Of note, induction of pluripotency with three factors generated a similar number of iPSC colonies in *Tnfaip2* knockdown MEFs as reprogramming induced by four factors (OSKM) in control MEFs without the knockdown of *Tnfaip2* (Fig 1B and C). FACS analysis of MEFs from *Oct4*‐eGFP reporter mice (Lengner *et al*, 2007) showed that the percentage of iPSCs obtained 18 days after transfection of four factors (OSKM) was on average 11.5% ± 3% for control shRNA (shScr)‐infected MEFs (Fig 1D and E). This result was in the range of previous reports of numbers of iPSCs that can be generated under the described conditions from a similar polycistronic lentiviral vector (Cheloufi *et al*, 2015). The knockdown of *Tnfaip2* by two independent shRNAs (shTnfaip2#1 and shTnfaip2#2, see above) elevated the reprogramming efficiency (measured by reactivation of the *Oct4*‐eGFP reporter) to 29.2% ± 4% and 25.8% ± 3% for shTnfaip2#1 and shTnfaip2#2, respectively (Fig 1D and E, *n* = 5 repeats per shRNA).

**Figure EV1:**
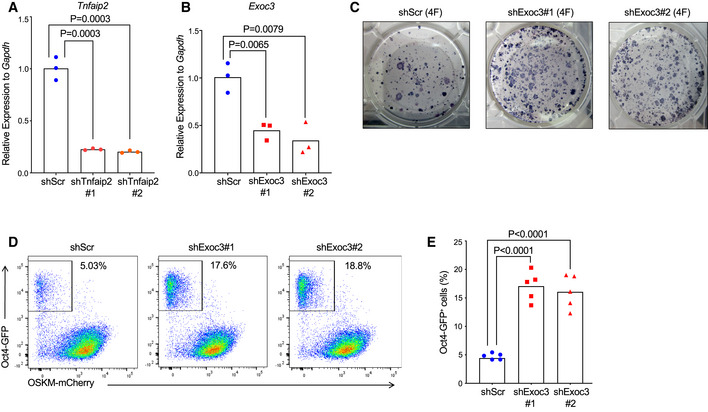
Knockdown *Exoc3* enhances reprogramming of MEFs ART–qPCR analysis on *Tnfaip2* expression in MEFs that were infected with shRNAs against *Tnfaip2*. The shTnfaip2#1 was from the screening library (Fig 1), and the shTnfaip2#2 was independently designed. Expression levels were determined in FACS‐purified, infected cells (BFP‐positive) on day 4 after infection [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐sided *t*‐test with Holm–Sidak correction for multiple testing].BRT–qPCR analysis on *Exoc3* expression in MEFs that were infected with two different shRNAs against *Exoc3*. Expression levels were determined in FACS‐purified, infected cells (BFP‐positive) on day 4 after infection [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐sided *t*‐test with Holm–Sidak correction for multiple testing].C–E
*Oct4*‐eGFP reporter MEFs were infected with shRNAs against *Exoc3* or a control (scrambled) shRNA and co‐infected with a polycistronic vector expressing the four reprogramming factors (OSKM). Double‐infected cells were FACS‐purified and were allowed to reprogram for 14 days in total and were then analyzed: (C) Representative images of AP staining of iPS colonies (*n* = 3–4 biological replicates), (D) representative FACS profiles, and (E) histogram on the percentage of *Oct4*‐GFP^+^ iPSCs in MEF cultures that were infected with shRNAs targeting *Exoc3* or a scrambled shRNA control [*n* = 5 biological replicates; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐sided *t*‐test with Holm–Sidak correction for multiple testing].

To analyze at what time point during reprogramming, inhibitory effects of *Tnfaip2* on pluripotency induction may get induced, the mRNA expression of *Tnfaip2* was monitored at different days after transfection of the reprogramming factors. This experiment detected a gradual increase in the expression of *Tnfaip2* in non‐iPSCs on days 9 to 14 of reprogramming, whereas FACS‐purified iPSCs that emerged during the corresponding time points showed very low expression levels of *Tnfaip2* (Fig 1F). Together, these results revealed that the knockdown of *Tnfaip2* increases the reprogramming of mouse somatic cells into pluripotent stem cells. Based on the rise in mRNA expression, the inhibitory effects of *Tnfaip2* may occur late during the time course of reprogramming.

### Knockdown of *Smed‐exoc3*—the para‐ortholog of *Tnfaip2* in planarian—impairs organ homeostasis and regeneration in *Schmidtea mediterranea*

Although planarians lack the *Tnfaip2* gene (alias *mSec*), phylogenetic analysis indicated that they express a para‐ortholog of *Tnfaip2* called *Exoc3* (alias *Sec6*), a component of the exocyst complex (Fig 2A). BLASTP search identified TNFAIP2 and EXOC3 as the mammalian homologs of SMED‐EXOC3. Gene occurrence suggests a split of *Exoc3* and *Tnfaip2* by duplication in a vertebrate ancestor prior to the split of cartilaginous and bony fishes (Fig 2A). All analyzed vertebrates (in particular, both, cartilaginous and bony fishes) carry *Exoc3* and *Tnfaip2*. A higher rate of sequence diversification (as indicated by branch length) in the *Tnfaip2* gene suggests that this gene has undergone neo‐ or sub‐functionalization (Fig 2A). Notably, also in mammals *Tnfaip2* shares considerable homology to *Exoc3* (Hase *et al*, 2009). *Tnfaip2* has been shown to interact with components of the exocyst complex, and it has an essential function for the formation of tunneling nanotubes (for review see Jia *et al*, 2018). The knockdown of *Exoc3* phenocopied the knockdown of *Tnfaip2* in increasing the reprogramming of MEFs into iPSCs suggesting that there was a functional overlap in these two genes in inhibiting reprogramming of somatic cells into iPSCs (Fig EV1B–E).

**Figure 2:**
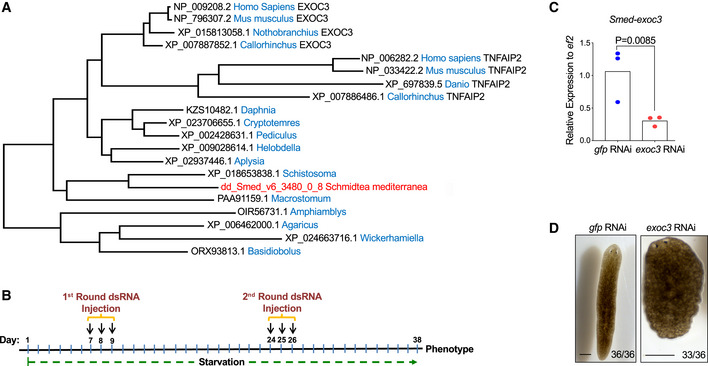
*Smed‐exoc3* is the planarian para‐ortholog of *Tnfaip2* AMaximum Likelihood phylogenetic tree analysis of mouse TNFAIP2 and planarian SMED‐EXOC3. Note that TNFAIP2 emerged in vertebrates before the split of cartilaginous and bone fish since both lineages carry the TNFAIP2. *Callorhinchus* is a representative of cartilaginous fishes, while *Danio* and *Nothobranchius* are representatives of bony fishes. Note that branch lengths proportionally reflect the minimal number of substitutions along the branch. The longer branch length of Tnfaip2 versus EXOC3 in vertebrate species suggests that TNFAIP2 has undergone sub‐functionalization. The species with both tnfaip2 and EXOC3 are indicated, other species in the lower part only have EXOC3, which is not indicated.BExperimental scheme for injections of planarians (*S. mediterranea)* with dsRNA against *Smed‐exoc3* or control injections (*gfp(RNAi)*).CRT–qPCR analysis of *Smed‐exoc3* mRNA expression of total RNA (whole body‐derived) from *exoc3(RNAi)*‐treated planarians compared to control‐injected planarians on day 38 of the injection scheme [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test); data were analyzed by one‐sided *t*‐test].DRepresentative photographs of *exoc3(RNAi)*‐treated planarians versus control planarians at day 38 of the injection protocol as shown in panel B (*n* = 4 experimental replicates with 6–10 biological replicates per experiment, scale bar: 0.5 mm). Number ratios in the photographs depict the total number of animals showing the indicated phenotype.

To further investigate the possible role of *Smed‐exoc3* in an *in vivo* model, the planarian species, *Schmidtea mediterranea*, was employed. *S. mediterranea* maintains a life‐long reservoir of somatic stem cells (commonly referred to as neoblasts) including a small subpopulation of cells with clonogenic capacity harboring pluripotent potential to reconstitute the entire population of somatic stem cells in lethally irradiated planarians when transplanted as single cells (Wagner *et al*, 2011). Planarians depend on somatic stem cells to maintain tissue homeostasis and also to regenerate tissues in response to injury. They can regenerate all parts of their body following amputation. Together, these characteristics make planarians a good model to study the biology of somatic stem cells in tissue maintenance and regeneration *in vivo*.

To analyze whether *Smed‐exoc3* can influence the function of somatic stem cells, planarians were subjected to starvation stress. Starvation leads to shrinkage of the worms while the body plan is maintained (Felix *et al*, 2019; Pellettieri, 2019). Seven days after the last feeding, planarians were subjected to a first round of injection with double‐stranded (ds) RNA against *Smed‐exoc3* (*exoc3*(*RNAi*)‐treated). One single dsRNA is acceptable for experimentation since off‐target effects have not been observed with this technique in planarians employing inhibitory double‐stranded RNAs (dsRNA) that are 0.5–2 kb long; the *exoc3* dsRNA in our experiments was 650bp (see Table EV1 for the sequence of oligonucleotides employed for dsRNA amplification). After another 2 weeks of starvation, planarians underwent a 2^nd^ round of *exoc3(RNAi)* treatment and were then left for another 12 days on starvation (day 38 of the RNAi injection protocol, Fig 2B). RNA‐seq analysis of freshly isolated X1 cells (constituting proliferative somatic stem cells, Hayashi *et al*, 2006, Dataset EV2, look for “Exocyst complex component 3” in column K) and RT–qPCR analysis of total (whole body derived) RNA from *exoc3(RNAi)*‐treated planarians (Fig 2C) revealed a reduction in mRNA levels by 50–70% in comparison with controls. Phenotypic analysis of the animals on day 38 of the RNAi injection protocol (Fig 2B) revealed hallmark features of a loss of tissue homeostasis such as head regression and overall shrinkage of *exoc3(RNAi)*‐treated planarians compared to *gfp(RNAi)‐*treated controls (Fig 2D).

The phosphorylation at the 10^th^ serine residue of the Histone 3 (H3S10p) is a reliable indicator for the number of cells in G2/M phases of the cell cycle. This marker is generally used to analyze changes in the neoblast population—the only proliferating cell compartment in planarians (Hendzel *et al*, 1997; Newmark & Sánchez Alvarado, 2000). Immunostaining against anti‐H3S10p showed an increase in the mitotic population in *exoc3(RNAi)*‐treated planarians compared to controls already on day 34 of the RNAi injection protocol (Figs 2B and 3A and B). Thus, this phenotype occurred already before overt defects in tissue homeostasis (such as head regression) became apparent, suggesting that the accumulation of H3S10p‐positive cells precedes the loss of tissue homeostasis in *exoc3(RNAi)*‐treated planarians. FACS analysis confirmed an increase in the percentage of X1‐neoblasts in *Smed‐exoc3*‐depleted planarians compared to controls (Fig 3C and D). The data showed that the knockdown of *Smed‐exoc3* leads to an increase in the relative number of X1 cells suggesting that *Smed‐exoc3*‐depleted neoblasts could not proceed in generating of differentiated cells. In line with this interpretation, RT–qPCR analysis verified reduced expression of marker genes of differentiating progenitor cells from the epidermal lineage, *prog‐1* (*Smed‐NB.21.11e*), *prog‐2* (*Smed‐NB.32.1g*), and *Smed‐odc‐1* (Eisenhoffer *et al*, 2008), in total (whole body derived) RNA from *exoc3(RNAi)*‐treated planarians compared to controls (Fig 3E and F).

**Figure 3:**
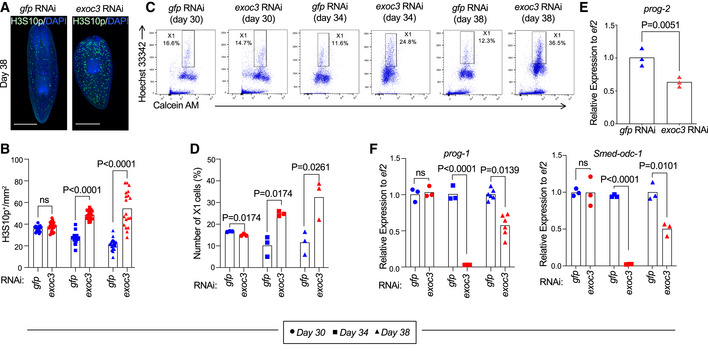
*Smed‐exoc3* repression increases the relative number of stem cells in planarians and reduces the expression of progenitor cell markers A–FPlanarians were injected with *Smed‐exoc3* dsRNA = *exoc3(RNAi)* or with control *gfp(RNAi)*. (A) The representative photographs show staining for phosphorylation of 10^th^ serine residue of Histone 3 (H3S10p, a stem cell marker in planarians) at days 38 of the injection protocol (*n* = 3 experimental replicates with 8–10 biological replicates per experiment, scale bar: 0.5 mm). (B–F) *exoc3(RNAi)*‐treated planarians versus *gfp(RNAi)*‐treated controls were analyzed at the indicated time points of the dsRNA injection protocol: (B) Quantification of H3S10p^+^ cells per mm^2^ in planarians at day 30, 34, and 38 of the injection protocol [*n* = 3 experimental replicates with 5–7 biological replicates per experiment; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by multiple *t*‐tests with Holm–Sidak correction for multiple comparisons]. (C,D) FACS‐based time course analysis on changes in the fraction of somatic stem cells (X1‐population) at indicated time points. Cells were obtained from whole body‐trypsinized planarians of *gfp(RNAi)*‐injected controls and *exoc3(RNAi)*‐treated planarians and stained with the cytoplasmic dye Calcein‐AM and the nuclear (DNA) dye Hoechst 33342: (C) Representative FACS profiles and (D) quantification of the relative number of X1 cells [*n* = 3 biological replicates; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by multiple *t*‐tests with Holm–Sidak correction for multiple comparisons]. (E, F) RT–qPCR analysis for makers of differentiating progenitor cells from the epidermal lineage on total (whole body derived) RNA from *exoc3(RNAi)*‐treated planarians (E) Expression analysis of differentiation marker *prog‐2* on day 38 of the injection scheme [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test and analyzed by one‐sided *t*‐test], (F) Expression analysis of marker genes of differentiated cells (*prog‐1* and *Smed‐odc‐1*) on day 30, 34, and 38 of the injection scheme [*n* = 3 biological replicates per group and time point except for *prog‐1* expression at day 38, which includes six biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by multiple *t*‐tests with Holm–Sidak correction for multiple comparisons]. For *Smed‐odc‐1*, log‐transformed mean centered group data were normally distributed and (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by multiple *t*‐tests with Holm–Sidak correction for multiple comparisons].

To analyze consequences of *Smed‐exoc3* knockdown on organ maintenance in planarians, immunofluorescence (IF) staining was carried out against the following differentiation markers:

(i) 3C11 (alias anti‐synapsin), a planarian pan‐neural marker (Cebrià, 2008). This analysis displayed a reduction in neuronal layer thickness of bilobed cephalic ganglia (cg) and diminished sensory neurons spiking out of the ganglia in the central nervous system (CNS) in *Smed‐exoc3* knockdown planarians compared to control animals (Fig 4A).
(ii) VC1—a marker of photosensitive cells in the eye (Sakai *et al*, 2000). This analysis revealed a distorted eye phenotype in the head region of *exoc3(RNAi)*‐treated planarians compared to controls, characterized by a severe reduction and deformations of photosensitive as well as a strong atrophy of the optic chiasm (Fig 4B).

**Figure 4:**
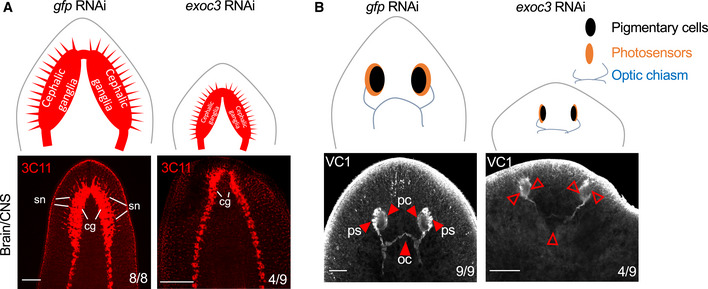
Suppression of *Smed‐exoc3* abrogates organ homeostasis in planarians A, BPlanarians were injected with *exoc3(RNAi)* or with control *gfp(RNAi)*. Organ phenotypes were analyzed on day 38 of the injection protocol. Organ homeostasis was analyzed by staining against specific markers: (A) The structure of the brain/central nervous system (CNS) was analyzed by staining against synapsin (3C11). The cartoon represents the phenotypic change (upper panel). Representative photographs are shown in the lower panel (3 experimental replicates with 2–3 biological replicates per experiment, scale bar: 0.5 mm). Number ratios in the photographs indicate the total number of animals exhibiting the represented phenotype. There was an increase in the occurrence of atrophic cephalic ganglia and sensory neuron loss in *exoc3(RNAi)*‐treated planarians versus controls (cg: cephalic ganglia; sn: sensory neurons). (B) Planarian visual system was analyzed by staining against VC1. Schematic cartoon (upper panel) and representative images (lower panel) are shown (3 experimental replicates with three biological replicates per experiment, scale bar: 0.5 mm). Number ratios in the photographs indicate the total number of animals exhibiting the represented phenotype. Arrows point to photosensitive cells (ps); pigmentary cells (pc) and to the optic chiasm (oc).

To further analyze these defects in organ homeostasis, a transcriptome analysis was conducted on freshly isolated X1 cells from *exoc3(RNAi)*‐treated planarians compared to *gfp(RNAi)*‐treated planarians on day 38 of the injection scheme (Fig 2B). Differentially expressed genes (DEGs) in X1 cells from *exoc3(RNAi)*‐treated planarians versus X1 cells of *gfp(RNAi)*‐treated controls (Dataset EV2) were compared with the transcriptome profile of previously published planarian somatic stem cell gene sets, including the “Neoblast dataset” from Solana *et al*, 2012, the “Neoblast 1 dataset” from Plass *et al*, 2018, and the “*smedwi‐1* high dataset” from Fincher *et al*, 2018 (Fig 5A; Dataset EV3). We observed a significant enrichment of genes from the 3 published datasets with *Smed‐exoc3*‐regulated DEGs, indicating that *Smed‐exoc3* gene status alters neoblast‐associated transcriptome signatures in planarians. Binomial test analysis for each of these overlapping fractions of genes within the list of DEGs of *Smed‐exoc3*‐depleted planarians versus controls, revealed a significantly bigger proportion of downregulated genes than expected (ground probability = 0.5534) for 2 of the overlaps (“*smedwi‐1* high dataset” from Fincher *et al*, 2018: *P* = 0.0299 and “Neoblast dataset” from Solana *et al*, 2012: *P* < 0.0001), but not for the 3^rd^ overlap (“Neoblast 1 dataset” from Plass *et al*, 2018: *P* = 0.4628, Fig 5B–D). A literature survey revealed that a large number of neoblast‐related genes that were dysregulated by *Smed‐exoc3* depletion have a known role in the regulation of stemness and differentiation (Fig 5B–D, Dataset EV3). Together, these data indicated that *Smed‐exoc3* depletion results in disturbed gene expression of neoblast genes that control stemness and differentiation. While *Smed‐exoc3* depletion resulted in downregulation but also in upregulation of these genes, the data suggested that *Smed‐exoc3* depletion may arrest neoblast cells at certain transitional states between stemness and differentiation.

**Figure 5:**
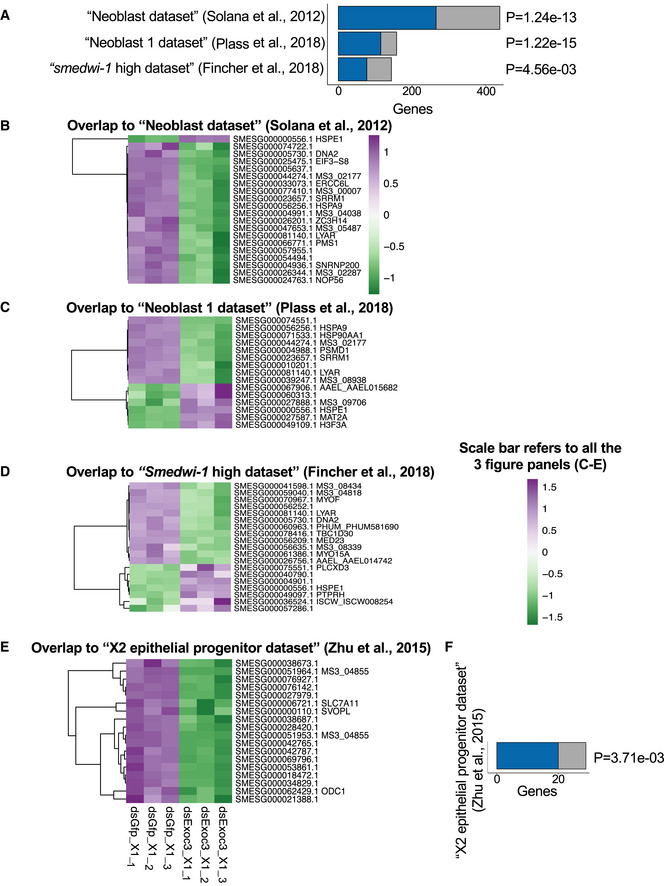
Depletion of *Smed‐exoc3* influences expression of genes related to stem cell maintenance and differentiation A–FRNA‐seq was conducted on freshly isolated X1 cells from *exoc3(RNAi)*‐treated compared to X1 cells from *gfp(RNAi)*‐treated planarians on day 38 of the injection protocol. The transcriptome analysis results were compared with previously published gene expression profiles: (A, F) The bar‐graphs depict the overlap (blue) of DEGs in X1 cells of *Smed‐exoc3‐*depleted planarians versus controls (*n* = 3 biological replicates; adjusted *P* < 0.05) with genes expressed in the indicated sample sets of (A) neoblast stem cells or (F) differentiating progenitor cells of epidermal lineage from the indicated publications while the sum of overlapping (blue) and set‐exclusive (gray) genes represents the total number of genes of a cluster that were analyzed in this study. *P*‐values right of the bars represent significance of overlap (hypergeometric test). (B–E) The heat maps depict the intersection of DEGs with strong expression signals (log_2_ fold change >0.5 or < −0.5) discovered in X1 cells of *exoc3*‐depleted planarians versus controls (*n* = 3 biological replicates) with the indicated, previously published datasets on gene expression profiles in (B–D) neoblast cells or (E) differentiating progenitor cells of epidermal lineage. The color scale represents the gene‐wise z‐score calculated from normalized gene expression levels while purple and green indicate upregulated and downregulated genes in X1 cells of *exoc3*‐depleted planarians versus controls, respectively.

To determine whether *Smed‐exoc3* downregulation would affect the capacity of neoblast cells to generate differentiated progenitor cells, DEGs of neoblasts from *exoc3(RNAi*)‐treated planarians versus *gfp(RNAi)*‐treated controls (Dataset EV2) were compared to the expression of genes characterizing clusters of progenitor cells that exhibit expression of the neoblast marker *smedwi‐1* (referred to as *smedwi‐1^+^*) but a distinct gene expression signature from the neoblast population indicating that these cells represent a population of progenitor cells differentiating into different lineages (Fincher *et al*, 2018). This comparison revealed a significant overlap of differentiation‐associated genes in 19 out of 22 *smedwi‐1^+^* progenitor cell clusters with gene expression changes in X1‐neoblasts in response to *Smed‐exoc3(RNAi*) treatment (Fig EV2; Dataset EV4). These results supported the conclusion that *exoc3(RNAi)* may interfere with the capacity of neoblast cells to generate differentiated progenitor cells. We also compared DEGs of neoblasts from *exoc3(RNAi)*‐treated planarians versus controls with differentiation markers that are highly expressed in post‐mitotic cells (“X2 epithelial progenitor dataset” in Zhu *et al*, 2015, Dataset EV5) but also expressed in neoblasts (Eisenhoffer *et al*, 2008; Pearson & Sánchez Alvarado, 2010; Zhu *et al*, 2015). There was a significant overlap between these differentiation‐associated genes and gene expression changes in X1‐neoblasts of *Smed*‐*exoc3*‐depleted planarians versus controls (Fig 5E and F). Remarkably, all of these overlapping genes were significantly downregulated in the X1‐neoblasts of *Smed‐exoc3‐*depleted planarians versus the X1 fraction of control planarians and represent a bigger proportion of downregulated genes than expected (Fig 5E; Dataset EV5, Binomial test, ground probability = 0.5534, *P* < 0.0001). Together, this transcriptome analysis supports the conclusion that *exoc3(RNAi*) disturbs the expression of neoblast‐associated genes that control stemness and differentiation as well as the capacity of neoblasts to generate differentiated cells.

**Figure EV2:**
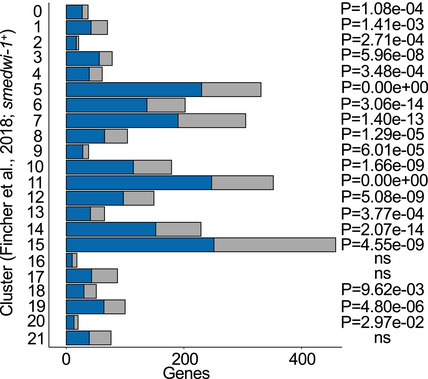
*Smed‐exoc3* depletion alters gene expression in planarian neoblast RNA‐seq was conducted on freshly isolated X1 cells from *exoc3(RNAi)*‐treated and X1 fraction of *gfp(RNAi)*‐treated planarians on day 38 of the injection protocol. The transcriptome analysis results were compared with previously published gene expression profile. The bar‐graph depicts the overlap (blue) of DEGs in X1 cells of *Smed‐exoc3*‐depleted planarians versus X1 cells of controls (*n* = 3 biological replicates; adjusted *P* < 0.05) with previously published gene expression profiles in progenitor cells that exhibit expression of the neoblast marker *smedwi‐1* (referred to as *smedwi‐1^+^*) but a distinct gene expression signature from the neoblast population indicating that these cells represent a population of progenitor cells differentiating into different lineages (Fincher *et al*, 2018). The sum of overlapping (blue) and set‐exclusive (gray) genes represents the total number of genes of a cluster that were analyzed in this study. *P*‐values right of the bars represent significance of overlap (hypergeometric test).

To test whether *Smed‐exoc3* knockdown would also impair regeneration, immunofluorescence (IF) staining was carried out on amputated planarians. *Smed‐exoc3* was depleted by double round of dsRNA injection with 7‐day inter‐treatment intervals followed by amputation of head and tails of the planarians. Regeneration was assessed 12‐day post‐amputation (Fig 6A) in the trunks. *Smed‐exoc3*‐depleted trunks exhibited a strong regenerative defect characterized by a failure of blastema formation and shrinkage of the animals (Fig 6B). IF staining revealed a strongly reduced expression of the differentiation markers VC1 (Fig 6C) and 3C11 (Fig 6D). These results stood in line with the data on impairments in organ homeostasis (Fig 4A and B) but showed an even more pronounced phenotype supporting the hypothesis that *Smed‐exoc3* is required for the function of neoblast cells in maintaining tissue homeostasis and regeneration in planarians.

**Figure 6:**
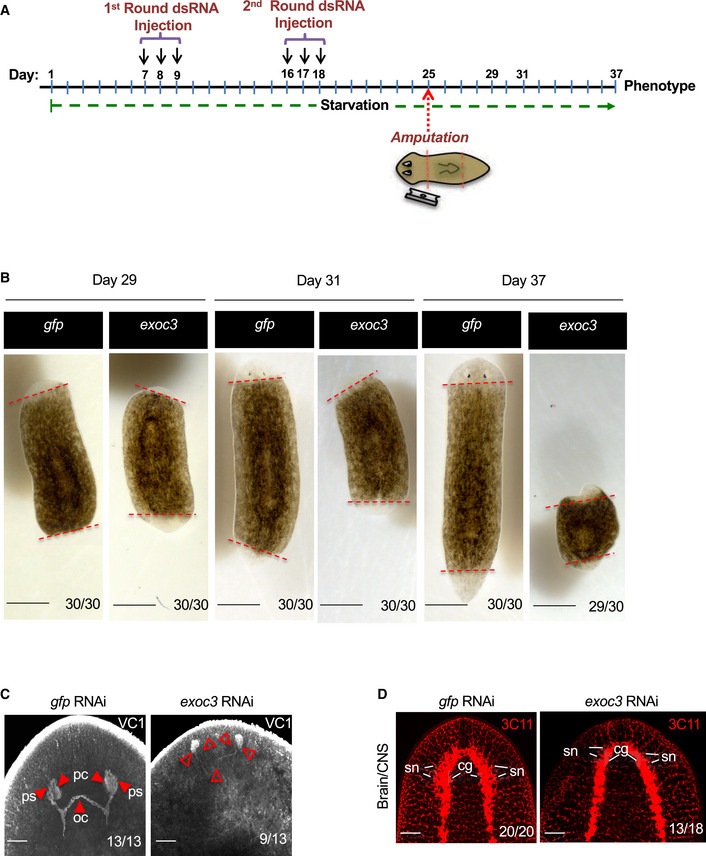
Downregulation of *Smed‐exoc3* disrupts regenerative potential of planarians AExperimental scheme to analyze the effect of *Smed‐exoc3* depletion on regeneration of head and tail amputated planarians.B–DPlanarians (*S. mediterranea)* were injected with *exoc3(RNAi)* or with control *gfp(RNAi)*. (B) Representative photographs of morphology of *exoc3* knockdown planarian versus control planarian on days 29, 31, and −37 of the protocol shown in (A). (3 experimental replicates with 10 biological replicates per experiment; red dotted lines demarcate sites of amputation, scale bar: 0.5mm). Number ratios in the photographs indicate the photographically represented phenotypes. (C,D) Organ regeneration was analyzed by immunostaining of different organ compartments in regenerating *exoc3(RNAi)‐treated* planarians versus *gfp(RNAi)*‐treated control on day 37 of the protocol shown in (A): (C) Eyes were analyzed by staining against VC1. Representative images are shown (3 experimental replicates with 4–5 biological replicates per experiment). Arrows point to photosensitive cells (ps); pigmentary cells (pc) and to the optic chiasm (oc). Number ratios in the photographs refer to planarians with regenerative defects for the indicated phenotype (scale bar: 0.5 mm). (D) Representative photographs of staining with planarian pan‐neural marker 3C11 (alias Synapsin) marking cephalic ganglia and sensory neurons (3 experimental replicates with 6–7 biological replicates per experiment). Number ratios in the photographs refers to planarians exhibiting the photographically represented phenotype, characterized by underdeveloped bilobed cephalic ganglia and atrophy of sensory neurons in *exoc3(RNAi)*‐treated planarians versus controls (scale bar: 0.5 mm, cg: cephalic ganglia; sn: sensory neurons).

### *Tnfaip2* is required for differentiation of pluripotent ES cells in embryoid body cultures

To test whether *Tnfaip2* would also lead to an impairment in the capacity of ESCs to generate differentiated cells, a CRISPR‐Cas9 approach was employed to generate *Tnfaip2* knockout (KO) ESCs. One of the selected ESC clones harboring a premature stop codon in 2^nd^ exon (Fig EV3A) was used for further studies in comparison with the parental ES cell line (E‐14; Neri *et al*, 2013). 

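Tnfaip2 (ENSMUSG00000021281) lies on the forward strand of mouse chromosome 12, from 111442469 to 111455018 in the GRCm38 assembly (GENCODE annotation). The guide sequence listed in the paper's oligonucleotide table, TGTTCAGTGTCTTCACCAAA, matched annotated transcripts of 1 gene, Tnfaip2, at 111445173 to 111445192 on the forward strand, and sites outside annotated transcripts were not searched. The match lies in exon 2 of the 12 exons of the transcripts that encode 691 and 708 amino acids. Exon 2 extends from 111444929 to 111445283, and the start codon of these transcripts begins within it at 111444944. The bases GGG follow the match and serve as the protospacer adjacent motif, the short sequence that Cas9 requires beside its target. Cas9 cleaves 3 bp before this motif, which places the cut after position 111445189, in codon 82 of the coding sequence. The reference sequence around the site is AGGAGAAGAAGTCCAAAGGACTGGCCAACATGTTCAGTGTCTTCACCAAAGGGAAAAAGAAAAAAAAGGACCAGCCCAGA. The edited allele itself cannot be read from counts per gene.

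**Figure D1:**
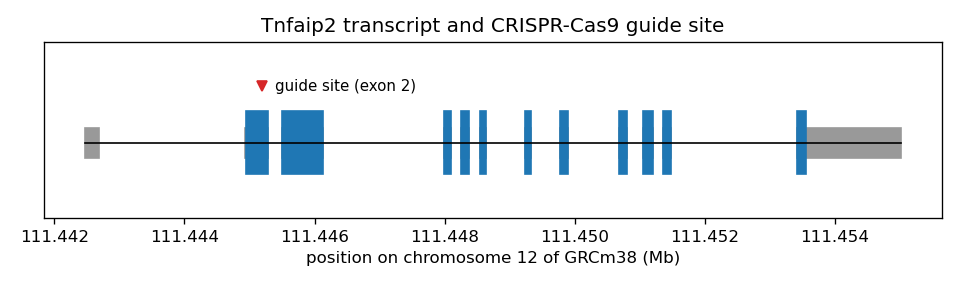
Map of Tnfaip2 on chromosome 12 (position in GRCm38 on the x axis), with the 12 exons of the transcript encoding 691 amino acids and the position of the guide (red triangle). Coding sequence is drawn in blue and untranslated sequence in gray. The guide matches within exon 2, at 111445173 to 111445192.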

To determine the possible influence of the *Tnfaip2* genotype on ES cell differentiation, hanging drop cultures of ESC‐derived embryoid bodies (EBs) were analyzed (Behringer *et al*, 2016). Both WT and *Tnfaip2* ^−/−^ EBs developed dense spheres, which are characteristics of undifferentiated embryoid bodies (Fig 7A). Transferring EBs (3 days after hanging drop culture initiation) into differentiation‐inducing medium for 3 days promotes differentiation into ectoderm, mesoderm, and endoderm lineages (Takahashi & Yamanaka, 2006; Behringer *et al*, 2016). Under these conditions, WT EBs started to display a rosette structure around the dense sphere—a characteristic sign of differentiating EBs in culture (Fig 7A). In contrast, *Tnfaip2* ^−/−^ EBs failed to differentiate and did not develop the rosette structure of differentiated cells (Fig 7A).

**Figure EV3:**
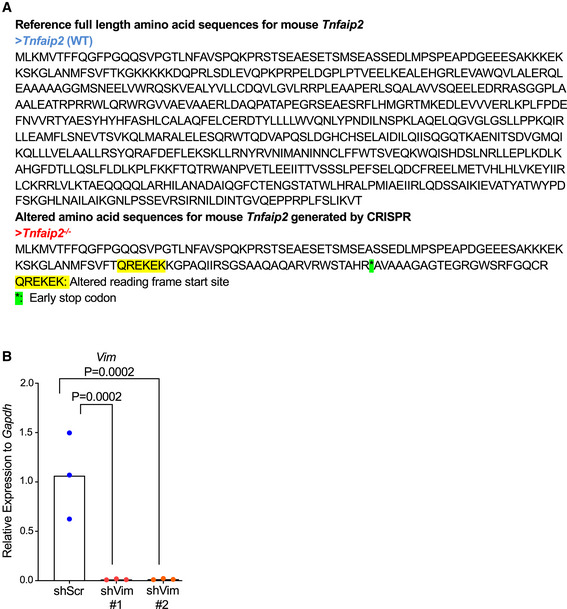
*Tnfaip2* ^−/−^ ES cells exhibit downregulation of *Vim* during *in vitro* differentiation ACRISPR/Cas9‐mediated genome editing to derive *Tnfaip2* knockout (*Tnfaip2* ^−/−^) ES cells. The full‐length amino acid sequence of wild‐type (WT) *Tnfaip2* is shown (upper panel). The CRISPR/Cas9‐mediated targeting of the 2^nd^ Exon of *Tnfaip2* with frameshift mutation (highlighted in yellow) and insertion of stop codon (asterisk in green) to generate *Tnfaip2* ^−/−^ ES cells (lower panel).BRT–qPCR analysis on *Vim* expression in MEFs that were infected with two independent shRNAs against *Vim*. Expression levels were determined in FACS‐purified, infected cells (BFP‐positive) on day 4 after infection [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐sided *t*‐test with Holm–Sidak correction for multiple testing].

**Figure 7:**
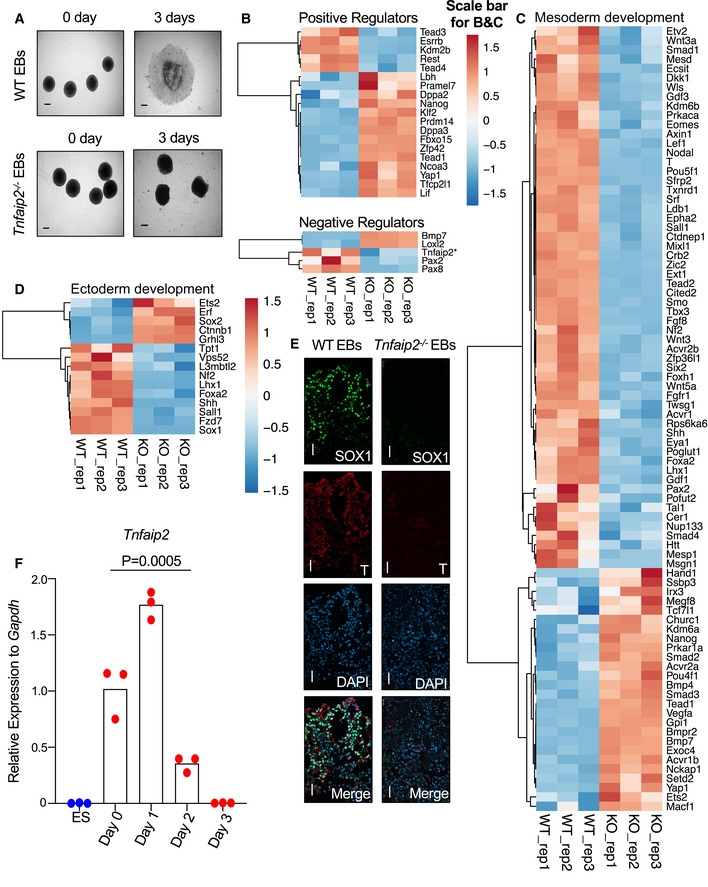
*Tnfaip2* deletion abrogates differentiation potential of ESCs A–FOne thousand ESCs of the indicated genotypes were placed into hanging drop cultures to form embryoid bodies (EBs). After 3 days (referred to as day 0), differentiation was induced by exposure to differentiation medium (days 1 to days 3 after medium change). (A) Representative photographs of EBs of the indicated genotypes at day 0 and day 3 after differentiation induction (experiments were conducted in three biological replicates; *n* = 5–42 EBs per biological replicate, scale bar: 0.02 mm). (B–D) RNA‐seq analysis was conducted on *Tnfaip2* ^−/−^ EBs versus WT EBs on day 3 of differentiation induction of EBs (*n* = 3 biological replicates). The heat maps depict the intersection of DEGs with the following gene sets retrieved from the AmiGO 2 data base (Carbon *et al*, 2009): (B) “stem cell maintenance: positive and negative regulators”, (C) “mesoderm development” and (D) “ectoderm development” from the AmiGO 2 data base (Carbon *et al*, 2009). *Tnfaip2* and 5 other stem cell‐related genes (*Tfcp2l1*, *Dppa3*, *Fbxo15*, *Zfp42*, and *Klf2*) were additionally incorporated based on literature searches. The color scale represents the gene‐wise z‐score calculated from normalized gene expression levels. The asterisk refers to the gene identified in this study. (E) Representative image of immunofluorescence staining against the ectodermal marker (SOX1) and the mesodermal marker (T alias Brachyury) in WT and *Tnfaip2* ^−/−^ EBs on day 3 of differentiation induction (3 repeat experiments were conducted on a total number of 9–10 EBs per genotype, scale bar: 20µm). (F) mRNA expression of *Tnfaip2* measured by RT–qPCR in ESCs on the indicated days of differentiation induction of WT EBs [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test), the *P*‐value for the upregulation of *Tnfaip2* on consecutive time points (days 0, 2, and 3) was calculated starting with the probability of maximum rank‐based difference, i.e. having two groups of three data points perfectly separating, *P*_1,b_ = 0.1 (bidirectional) and *P*_1,u_ = 0.05 (unidirectional); the probability of finding a triple series of max. difference starting at some time point is *P*_triple,tp_ = *P*_1,b_ · *P*_1,u_ · *P*_1,u_, and finding such a triple somewhere across the 4‐step time series is *P*_triple_ = *P*_triple,tp_ + (1−*P*_1,u_) · *P*_triple,tp_ = 0.0005.

DEGs detected in the transcriptome analysis of *Tnfaip2* ^−/−^ EBs on day 3 of differentiation versus WT EBs were compared to gene sets of the AmiGO 2 data base (Carbon *et al*, 2009) related to the term “stem cell maintenance: positive and negative regulators” as well as to the differentiation‐associated terms “mesoderm development” and “ectoderm development”. 

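RNA from EBs on day 3 of differentiation was sequenced for 3 replicates of the parental WT ESC line and 3 replicates of the Tnfaip2-/- line, which derives from a single clone. EBs are aggregates in which ESCs, here the mouse line E14, start to differentiate once factors that maintain pluripotency are withdrawn. The methods describe hanging drops of 27 µl with 1000 cells each, whereas the sample descriptions give drops of 30 µl with 300 cells. The authors mapped the reads to GRCm38, counted uniquely mapped reads on each gene, and deposited these counts without normalization. The totals ranged from 22489903 to 23804489 counts in the WT EBs and from 21765931 to 22480962 in the Tnfaip2-/- EBs. The methods state an average of 46000000 reads per EB sample before mapping and counting. Counts were normalized by edgeR's TMM method, and the factors ranged from 0.987 to 1.012. The 50 highest genes took between 12.93% and 13.39% of the counts in each sample. The groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, over the 17849 genes kept by edgeR's expression filter. Values per gene are given as counts per 1000000 counts (CPM), mean ± SD over 3 replicates, and standard errors of log2 fold changes were derived from the test statistic. Because each genotype is represented by 1 line, the replicates measure at most the spread between cultures of that line, and not the spread between independently derived clones. The paper calls them biological replicates, and its text does not state how separately they were grown and processed. A difference in culture or processing between the groups cannot be told apart from the genotype.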

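Of the 17849 genes tested, 12084 (67.7%) had an adjusted p below 0.05 in edgeR's quasi-likelihood test, with 6076 higher and 6008 lower in Tnfaip2-/- EBs. A change of at least 2-fold was seen for 2136 of them. The biological coefficient of variation between replicates was 0.0215. In 12384 of the tested genes (69.4%), all samples of a genotype lay on the same side of all samples of the other, against a share of 10% by chance for 3 against 3. For each pair of samples, the squared differences were compared with those from sampling alone over 13892 genes, where a ratio of 1 means sampling noise only. This ratio was between 1.54 and 2.09 within the WT EBs, between 1.4 and 1.95 within the Tnfaip2-/- EBs, and between 56.82 and 60.86 across genotypes. With a test against a fold change of 1.5 in place of any change, 2798 genes passed, the alternative that moved the number most. The samples carry replicate numbers 1 to 3 in each genotype, and whether same-numbered samples were grown together is not stated in the paper's text. After removal of the genotype means, the correlation across genes was on average -0.073 between same-numbered samples and 0.037 between differently numbered samples. With the replicate number as a block, 11841 genes passed, 5937 higher and 5904 lower. Tnfaip2 itself had 7, 4, and 7 counts in the WT EBs and 0, 2, and 2 counts in the Tnfaip2-/- EBs (6 ± 1.73 against 1.3 ± 1.15, SD, n = 3), below the expression filter. All Tnfaip2-/- samples are at or under the floor of 3 counts, so that the difference is given as a lower bound, 1.95-fold lower. This bound takes the WT mean as exact, and with WT counts of 4 to 7, close to the floor, it is itself uncertain. In a fit without the filter, the log2 fold change of Tnfaip2 was -2.05 (standard error 0.695, adjusted p = 0.0133 from edgeR's quasi-likelihood test), and -2.05 with the block (adjusted p = 0.0438). With DESeq2 in place of edgeR the log2 fold change was -2.13 and the adjusted p was 0.0933, above the threshold.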

Five additional genes were added to the “stem cell maintenance” gene sets based on our own literature searches. 

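The legend of Fig 7 names the added genes as Tfcp2l1, Dppa3, Fbxo15, Zfp42, and Klf2. All 5 were higher in each Tnfaip2-/- sample than in each WT sample, and a permutation test of 3 against 3 cannot give an exact p below 0.1. Dppa3 (chromosome 6, 122626410 to 122630272) changed most, from 4.52 ± 0.206 CPM in WT EBs to 28.8 ± 0.992 CPM in Tnfaip2-/- EBs, a log2 fold change of 2.67 (standard error 0.077, adjusted p = 8.41e-32 from edgeR's quasi-likelihood test). Klf2 (chromosome 8, 72319033 to 72321656) rose from 169 ± 9.74 to 334.5 ± 17.6 CPM, a log2 fold change of 0.98 (standard error 0.0378, adjusted p = 4.66e-16). Zfp42 (chromosome 8, 43295063 to 43306980), which encodes REX1, rose from 229 ± 8.94 to 428 ± 1.57 CPM, a log2 fold change of 0.90 (adjusted p = 1.95e-31). The log2 fold changes of Fbxo15 and Tfcp2l1 were 0.62 (adjusted p = 2.1e-20) and 0.52 (adjusted p = 1.89e-12). Of all 51-base windows in the exons, the read length, 17% in Dppa3 and 9% in Zfp42 also occur in other genes, such as a pseudogene of each, and uniquely mapped reads cannot cover these windows.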

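The upper heat map of Fig 7B shows 19 positive regulators of stem cell maintenance. Pramel7, with 0 counts in all 3 WT samples and 8, 3, and 4 counts in the Tnfaip2-/- samples, did not pass the expression filter. The other 18 genes were tested and all were differentially expressed at an adjusted p below 0.05 in edgeR's quasi-likelihood test, whether adjusted over all tested genes or over the list alone. Since the heat map lists the paper's own calls on the same samples, this overlap shows no stability. Of the 18 genes, 13 (72.2%) were higher in Tnfaip2-/- EBs. Against a ground probability of 0.5028, the share of all differentially expressed genes that were higher, a one-sided exact binomial test gave p = 0.0506. The p-value was 0.0493 with the replicate number as a block and 0.027 without the expression filter, where Pramel7 is counted and 14 of 19 genes were higher. It moved most, to 0.426, with the test against a fold change of 1.5, where 6 of 9 genes were higher. Without the genes that the authors added from the literature, 8 of 13 genes were higher (exact binomial p = 0.298). Lif (chromosome 11, 4257557 to 4272514), a cytokine that maintains mouse ESCs, rose from 2.27 ± 0.696 to 11.6 ± 0.961 CPM (SD, n = 3), a log2 fold change of 2.35 (standard error 0.125, adjusted p = 1.43e-21 from edgeR's quasi-likelihood test). Nanog (chromosome 6, 122707489 to 122714633) rose from 258 ± 8.96 to 309.6 ± 7.38 CPM, a log2 fold change of 0.26 (standard error 0.0271, adjusted p = 9e-12), larger than the spread between replicates. In its exons, 4.5% of the 51-base windows also occur in other genes, such as a pseudogene. Among the 5 lower genes, Tead3 changed most, with a log2 fold change of -1.20 (adjusted p = 5.86e-11), and Esrrb fell from 225 to 161.5 CPM (log2 fold change -0.48, adjusted p = 9.74e-20).

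**Figure D2:**
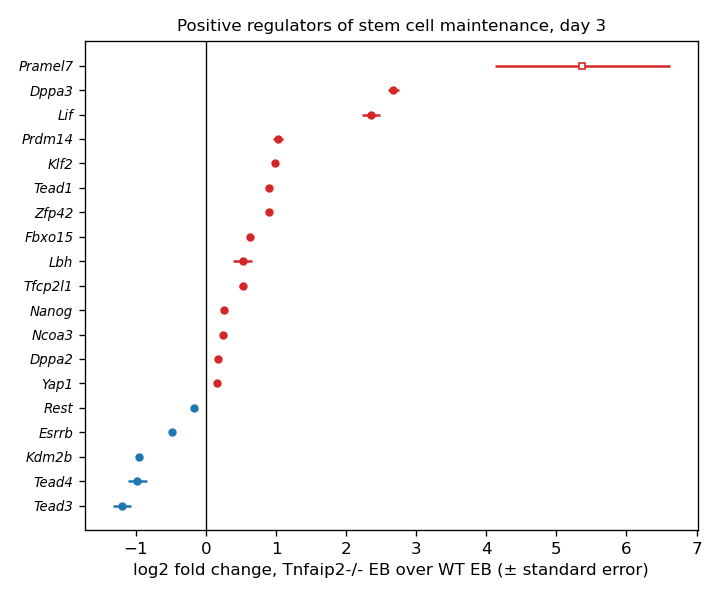
Log2 fold change of each positive regulator shown in Fig 7B between Tnfaip2-/- and WT EBs (n = 3 each), with standard errors as bars; open squares mark genes that did not pass the expression filter. Red marks higher and blue lower expression in Tnfaip2-/- EBs. The size of the value of Pramel7, with 0 counts in the WT EBs, is uncertain, since counts at the floor cannot set it. Of the 18 tested genes, 13 lie above 0.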

Binomial analysis revealed that the proportion of upregulated genes in the category of “positive regulators of stem cell maintenance” in *Tnfaip2^−/−^* EBs versus WT EBs was significantly bigger than expected (Fig 7B—upper part; Dataset EV6; *P* = 0.0297, ground probability = 0.4965) including hallmark pluripotency genes, such as *Lif, Klf2*, and *Nanog*. Moreover, the proportion of downregulated genes in the category “mesoderm development” in *Tnfaip^−/−^* EBs compared to WT EBs was significantly larger than expected (Fig 7C; Dataset EV6; binomial test, *P* = 0.0004, ground probability = 0.5035). 

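Fig 7C shows 84 genes of the term mesoderm development. Cer1, Shh, and Msgn1 did not pass the expression filter. The other 81 were differentially expressed, over all tested genes and over the list alone, and had the direction shown in the heat map, which lists calls made on the same samples. Of these 81 genes, 55 (67.9%) were lower in Tnfaip2-/- EBs, against a ground probability of 0.4972, the share of all differentially expressed genes that were lower (one-sided exact binomial test, p = 0.00071). With the replicate number as a block the p-value was 0.000775. The binomial test treats genes as independent. The camera test of limma, which allows for correlation between the genes of a set, gave p = 0.0623 for the same 81 genes, the alternative that raised the p-value most and the one that took it past 0.05. T, which encodes Brachyury (chromosome 17, 8434423 to 8442496), had 774, 732, and 866 counts in the WT EBs and 5, 3, and 1 counts in the Tnfaip2-/- EBs. Its expression fell from 34.6 ± 2.12 to 0.134 ± 0.0875 CPM (SD, n = 3), a log2 fold change of -7.95 (standard error 0.157, adjusted p = 3.15e-38 from edgeR's quasi-likelihood test). The primitive streak genes Fgf8 and Mixl1 were also lower, with log2 fold changes of -4.69 (adjusted p = 1.77e-30) and -3.74 (adjusted p = 3.73e-22). Hand1, with a log2 fold change of 1.75 (standard error 0.317, adjusted p = 4.42e-06), rose most among the 81 genes. The counts of Gdf1, among the lower genes, cannot be separated from those of Cers1, whose exons overlap it on the same strand. The paper's Methods give 118 genes for the term, of which the 81 genes make up 68.6%, against 67.7% of all tested genes that were differentially expressed (one-sided exact hypergeometric test, p = 0.456). Over the 30163 genes with any count and without the filter, the shares were 71.2% and 42% (same exact test, p = 1.31e-10). In both tests only genes shown in Fig 7C were counted as called members, and the 118 genes may include genes that were not tested. This holds down the share of the term, so that the first test cannot decide whether the term is enriched. From the comparison of the share of lower genes in the set with the share among all differentially expressed genes, the paper reasons that mesoderm development genes were downregulated more often than the ground probability would give.

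**Figure D3:**
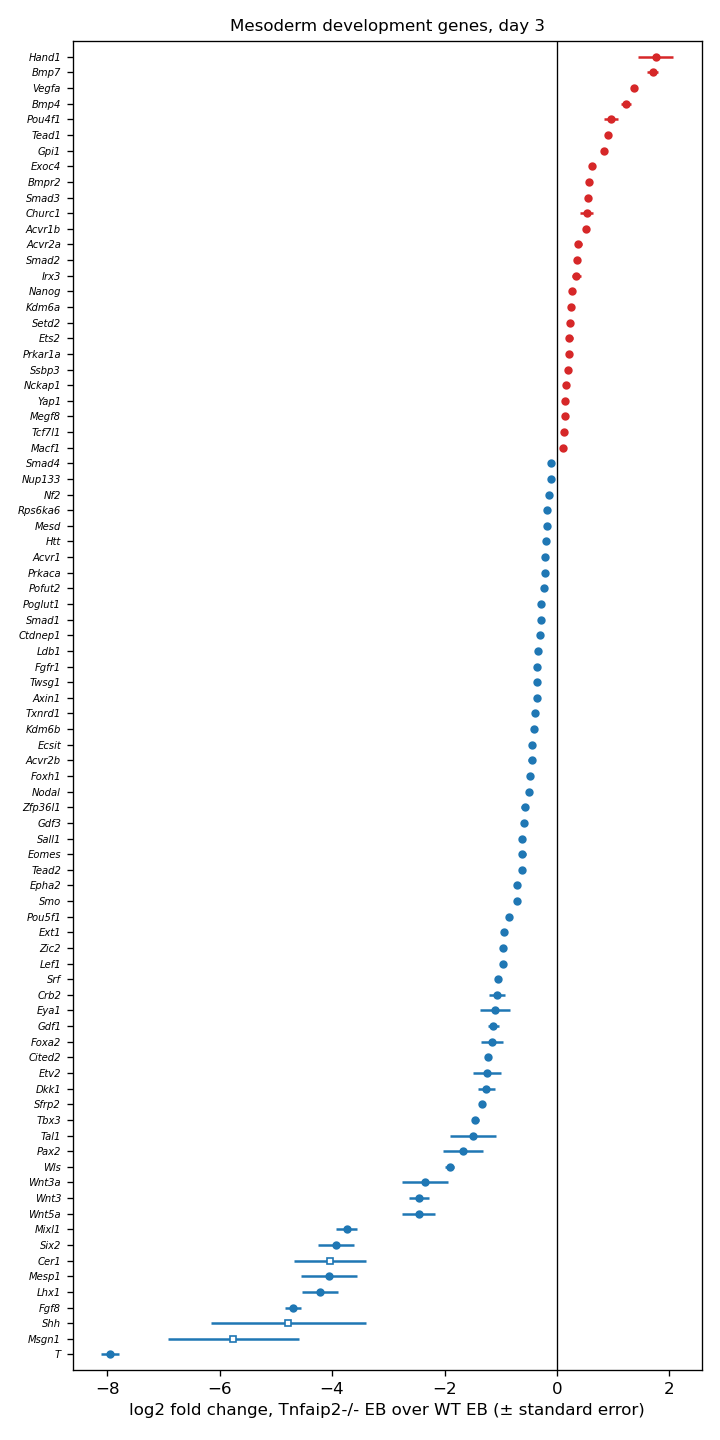
Log2 fold change of each mesoderm development gene shown in Fig 7C between Tnfaip2-/- and WT EBs (n = 3 each), with standard errors as bars; open squares mark genes that did not pass the expression filter. Red marks higher and blue lower expression in Tnfaip2-/- EBs. The sizes of the values of Cer1, Mesp1, Shh, and Msgn1, with at most 3 counts in each Tnfaip2-/- sample, are uncertain, since counts at the floor cannot set them. Of the 81 tested genes, 55 lie below 0.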

The observed overlaps to negative regulators of stem cell maintenance (Fig 7B—lower part) or markers of ectoderm development (Fig 7D) were not significant but the number of genes in these sets was rather low for statistical testing. 

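The lower heat map of Fig 7B shows 5 negative regulators including Tnfaip2, which did not pass the expression filter. Of the 4 tested genes, Pax8 and Pax2 were lower, with log2 fold changes of -2.54 (adjusted p = 1.89e-14 from edgeR's quasi-likelihood test) and -1.67 (adjusted p = 5.33e-05). Bmp7 and Loxl2 were higher, with log2 fold changes of 1.70 (adjusted p = 1.76e-20) and 0.96 (adjusted p = 2.87e-23). The one-sided exact binomial test for lower genes gave p = 0.683 (2 of 4). The paper's text does not name the direction tested for these sets, and lower expression was taken. Of the 15 ectoderm development genes in Fig 7D, 14 passed the filter and 9 of these (64.3%) were lower (one-sided exact binomial test, p = 0.206). With the replicate number as a block, the p-values were 0.685 and 0.209. Sox1 (chromosome 8, 12395295 to 12400126), a gene of the neural lineage, fell from 63.7 ± 2.67 to 20.8 ± 0.27 CPM (SD, n = 3), with a standard error of 0.0477 around a log2 fold change of -1.61 (adjusted p = 2.32e-31).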

Immunofluorescence staining against selected ectodermal markers (SOX1) and mesodermal markers (Brachyury = T) confirmed elevated expression of these two targets in WT EBs versus *Tnfaip2* ^−/−^ EBs after 3 days of *in vitro* differentiation (Fig 7E).

To further investigate the role of *Tnfaip2* during generation of differentiated cells, the expression profile of *Tnfaip2* mRNA was analyzed by RT–qPCR at different time points after differentiation induction of WT EBs. This experiment revealed an increase of *Tnfaip2* expression at early time points after differentiation induction of EBs compared to ESCs (Fig 7F). Together, these results support the conclusion that the induction of *Tnfaip2* contributes to differentiation of ESCs.

### Deletion of *Tnfaip2* suppresses induction of vimentin, lipid droplet (LD) formation, and triacylglycerol (TAG) accumulation in ES cells in response to differentiation induction

To identify *Tnfaip2*‐dependent effector mechanisms that contribute to impairments in differentiation of ES cells, a proteomic time course analysis was conducted on *Tnfaip2* ^−/−^ versus WT ES cells at different time points after induction of differentiation in embryoid body (EB) cultures (see Fig 7A). EBs were analyzed 3 days after initiation of hanging drop cultures (referred to as day 0). At this point, medium was changed to differentiation‐inducing medium and EBs were analyzed on days 0, 1, 2, and 3 after the medium change. This analysis identified a total number of around 4,900 proteins on each indicated days of differentiation (Dataset EV7). A principal component analysis of differentially expressed proteins of *Tnfaip2* ^−/−^ EBs versus WT EBs was conducted in comparison with the proteome of *Tnfaip2* ^−/−^ ESCs versus WT ESCs. *Tnfaip2* ^−/−^ ESCs and WT ESCs clustered relatively close together. In contrast, differentiation‐induced *Tnfaip2* ^−/−^ EBs diverged from WT ESCs, most strongly on day 3 of differentiation (Fig 8A).

**Figure 8:**
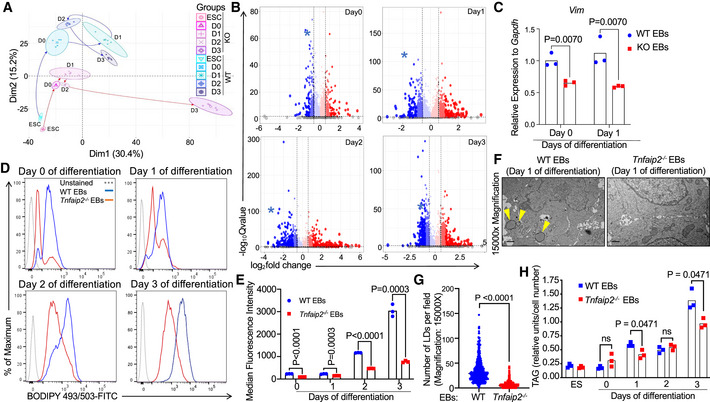
*Tnfaip2* depletion impairs *Vim* expression, lipid droplet (LD) formation (LD), and triacylglycerols (TAGs) of differentiation‐induced embryoid bodies A–FOne thousand ESCs of the indicated genotypes were placed into hanging drop cultures to form EBs. After 3 days (referred to as day 0), differentiation was induced by plating EBs onto gelatin‐coated tissue culture dishes in differentiation‐inducing medium. (A) Principal component analysis (PCA) of the proteome profiles of *Tnfaip2* ^−/−^ (KO) versus WT ESCs and EBs on day 0 to day 3 after differentiation induction (*n* = 5 biological replicates per group, enlarged symbol denotes the mean). (B) The volcano plots show the differentially expressed proteins identified from the proteome analysis of *Tnfaip2* ^−/−^ EBs versus WT EBs at the indicated days after induction of differentiation. *Vim* (marked in blue asterisk) was the only protein that featured among top 100 differentially expressed proteins at all time points by implementing selection criteria of an average log_2_ratio> ±1.2 and a ‐log_10_Qvalue < 2. *Vim* expression was reduced at all time points of *in vitro* differentiation in *Tnfaip2* ^−/−^ EBs versus WT EBs (*n* = 5 biological replicates, see also Dataset EV8 for top 100 regulated proteins). Sphere size illustrates the magnitude of log_2_fold changes as does color coding: blue‐downregulated proteins, red‐upregulated proteins; log2fold marking by color intensity: strong intensity> 2, medium intensity> 1.5, faded color> 1. (C) mRNA expression of *Vim* on indicated days of WT EB and *Tnfaip2* ^−/−^ EB differentiation (*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by multiple *t*‐tests with Holm–Sidak correction for multiple testing). (D,E) FACS analysis of lipid droplet (LD) content of WT (blue) and *Tnfaip2* ^−/−^ (red) EBs by BODIPY493/503 staining at the indicated days after differentiation induction: (D) Representative FACS blot of BODIPY staining. Unstained WT EBs served as a negative control (gray). (E) Quantification of staining intensity [*n* = 3 independent cultures per genotype; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by multiple *t*‐tests with Holm–Sidak correction for multiple comparisons]. (F, G) Transmission electron microscopy (TEM) was used to determine the number of LDs in EB cultures derived from WT and *Tnfaip2* ^−/−^ ES cells on day 1 after differentiation induction. (*n* = 5 independent cultures per genotype, *n* = 100 images per replicate). (F) Representative micrographs of TEM analysis of EB cells of the indicated genotype. Yellow arrows point to LDs, scale bars: 1 µm. (G) Quantification of LDs per TEM field. Data were not normally distributed (*P* < 0.05 as per Shapiro–Wilk test) and analyzed by Mann–Whitney test. (H) UPLC‐MS/MS analysis revealed a reduction in triacylglycerol (TAG) content in *Tnfaip2* ^−/−^ EBs compared to WT EBs at the indicated time points after differentiation induction [*n* = 3 independent cultures of EBs per time point; data of EBs on day 0 to day 3 of differentiation were statistically analyzed; mean centered group data were normally distributed and (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐sided *t*‐test with Holm–Sidak correction for multiple testing].

The intermediate filament protein vimentin (VIM) was identified as the only detectable protein among the top 100 differentially expressed proteins (cut‐off criteria: average log_2_ratio> ±1.2 and ‐log_10_ Qvalue < 2) that was downregulated at all the four time points (days 0, 1, 2, and 3) of differentiation induction of *Tnfaip2* ^−/−^ EBs versus WT EBs (Fig 8B; Dataset EV8). RT–qPCR analysis revealed that *Vim* expression was also downregulated on mRNA level at day 0 and day 1 of differentiation induction of *Tnfaip2* ^−/−^ EBs versus WT EBs (Fig 8C). TNFα signaling has previously been reported to activate VIM expression (Mor‐Vaknin *et al*, 2003), and VIM is known to instruct cell differentiation in the hematopoietic system (Benes *et al*, 2006) as well as cell fate changes during EMT (Mendez *et al*, 2010).

VIM is an architectural protein that is known to be required for the formation of LDs that store fatty acids (FAs) in form of neutral lipids, which in turn increases the formation and size of LDs (Franke *et al*, 1987; Evans, 1994; Lieber & Evans, 1996). Interestingly, FA metabolism has been shown to influence differentiation of mouse ESCs (Yanes *et al*, 2010). To analyze whether the regulation of LD formation could be involved in differentiation defects of *Tnfaip2* ^−/−^ EBs, LD formation was analyzed by BODIPY 493/503, a widely used dye to stain and visualize neutral lipids including triacylglycerols (TAGs). FACS analysis on days 0–3 after differentiation induction revealed that WT EBs were highly positive for BODIPY 493/503 staining, whereas *Tnfaip2* ^−/−^ EBs exhibited significantly reduced signals (Fig 8D and E). Transmission electron microscopy (TEM) validated this result showing that WT EBs exhibited significantly higher numbers of LDs compared to *Tnfaip2* ^−/−^ EBs on day 1 after differentiation induction (Fig 8F and G).

LDs are important compartments for lipid metabolism. LDs grow by fusion, the incorporation of neutral lipids (i.e., TAGs), and local TAG biosynthesis (Walther & Farese, 2012; Wilfling *et al*, 2013; Olzmann & Carvalho, 2019). LD‐localized TAGs are a reservoir of FAs, which promote LD biogenesis and growth (Olzmann & Carvalho, 2019). In addition, FAs have been implicated to induce differentiation in various stem cell systems, such as intestinal and hematopoietic stem cells (Ito *et al*, 2012; Bailey *et al*, 2015). To analyze whether deficiencies in the dynamic regulation of LDs in differentiation‐induced *Tnfaip2* ^−/−^ EBs versus WT EBs are associated with changes in the lipid profile, we analyzed the abundance and composition of major TAG species by ultraperformance liquid chromatography ESI tandem mass spectrometry. This analysis revealed that cellular TAG content strongly increases in WT EBs during the first 3 days after differentiation induction. This response was significantly impaired in *Tnfaip2* ^−/−^ EBs on day 1 and day 3 after differentiation induction (Fig 8H).

### Application of palmitic acid and palmitoyl‐L‐carnitine rescues differentiation defects of *Tnfaip2*‐deficient ESCs

Together, the above data suggested that loss of *Tnfaip2*‐mediated *Vim* expression associates with defects in LD formation and decreases in cellular TAG accumulation as well as with impaired differentiation capacity of EB cultures. Of note, it was shown that FA depletion in culture medium is sufficient to keep human ESCs in a transition stage from naïve to primed ES cells (Cornacchia *et al*, 2019) suggesting that failure in LD formation and reductions in cellular TAG levels could indeed functionally contribute to impairments in *Tnfaip2*‐deficient EBs and possibly also to defects in the capacity of neoblast cells in planarians to generate differentiated cells thus leading to defects in organ maintenance and regeneration.

To test this hypothesis, a rescue experiment with palmitic acid (PA) treatment was employed. PA was chosen as it is one of the most abundant FA in animals. In addition, our proteome analysis had shown that levels of carnitine palmitoyltransferase (CPT1A), an essential enzyme that converts fatty acyl‐CoA into fatty acyl‐carnitine (palmitic acid into palmitoyl carnitine) for transportation into mitochondria (Leji *et al*, 2000), were reduced in *Tnfaip2* ^−/−^ ES cells versus WT ESCs and also in *Tnfaip2* ^−/−^ EBs versus WT EBs during *in vitro* differentiation, specifically on days 0, 1, and 2 (Fig 9A). Additionally, a significant decrease in *Cpt1a* mRNA expression was observed on day 0 and day 1 of differentiation induction of *Tnfaip2* ^−/−^ EBs as compared to WT EBs (Fig 9B).

**Figure 9:**
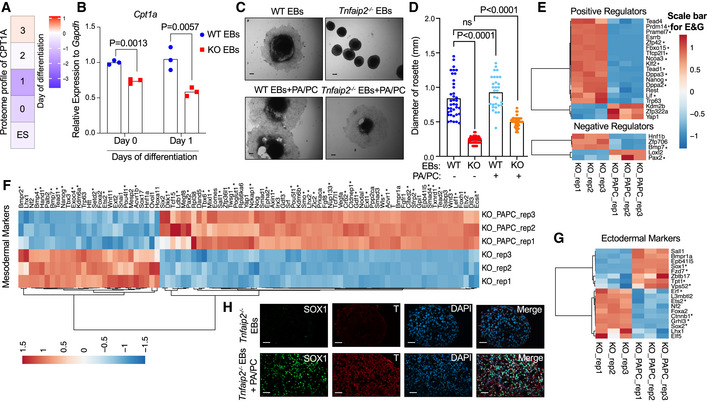
Restoration of differentiation capacity of *Tnfaip2* ^−/−^ ESCs by TAG supplementation AHeat map of CPT1A protein expression as measured in proteome analysis of *Tnfaip2* ^−/−^ and WT ESCs and during differentiation induction of EB cultures (*n* = 5 biological replicates). The color scale represents average log_2_ratios.BExpression of *Cpt1a* mRNA as determined by qRT–PCR in WT and *Tnfaip2* ^−/−^ EBs at the indicated days of differentiation induction [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by multiple *t*‐tests with Holm–Sidak correction for multiple comparisons].C–HDifferentiation‐induced WT EBs and *Tnfaip2* ^−/−^ EBs were treated with palmitic acid (PA) and palmitoyl‐L‐carnitine (PC; 8 μM each) or a vehicle control (C, D) The diameters of the rosette structure of differentiated WT EBs and *Tnfaip2* ^−/−^ EBs were measured on day 3 after differentiation induction (*n* = 3 repeat experiments with 7–62 EBs per experiment per group): (C) Representative photographs (scale bar: 0.02 mm) and (D) quantification of the diameter of the rosette structure of the indicated groups [data were not normally distributed (*P* < 0.05 as per Shapiro–Wilk test) and thus analyzed by Mann–Whitney *U*‐test with Holm–Sidak correction for multiple comparisons]. (E‐G) RNA‐seq was conducted on day 3 of differentiation induction of *Tnfaip2* ^−/−^ EBs that were either treated with PA/PC or with a vehicle control (*n* = 3 independent pools of 7–62 EBs per group). The heat maps depict the intersection of DEGs with the following gene sets retrieved from the AmiGO 2 data base (Carbon *et al*, 2009): (E) “stem cell maintenance: positive and negative regulators”, (F) “mesoderm development”, and (G) “ectoderm development”. Five other stem cell‐related genes (*Tfcp2l1*, *Dppa3*, *Fbxo15*, *Zfp42*, and *Klf2*) were additionally incorporated based on literature searches. The asterisks indicate the reverted changes in gene expression that were seen in *Tnfaip2* ^−/−^ EBs versus WT EBs depicted in Fig 7B–D. The color scale represents the gene‐wise *z*‐score calculated from normalized gene expression levels. (H) Representative image of immunofluorescence staining against ectodermal marker (SOX1) and the mesodermal marker (T alias Brachyury) on day 3 of differentiation induction of *Tnfaip2* ^−/−^ EBs ± cotreatment with PA/PC. Three repeat experiments were conducted with a total number of nine EBs per group, same experiment as in Fig. 7E (scale bar: 20 µm).

It has been reported that PA and its mobilized form, palmitoyl‐L‐carnitine (PC, which can penetrate through mitochondrial membranes), are essential drivers of ectoderm and mesoderm specification in mouse ESCs (Yanes *et al*, 2010). Of note, autophagy‐mediated lipid degradation and FA oxidation were shown to be essential for normal neutrophil differentiation (Riffelmacher *et al*, 2017). Interestingly, PA/PC treatments partially restored the differentiation potential of *Tnfaip2* ^−/−^ EBs but had no significant effect on differentiation of WT EBs (Fig 9C and D). To check whether treatment with PA/PC restores differentiation‐associated gene expression profiles in *Tnfaip2* ^−/−^ EBs, we conducted transcriptome analysis of *Tnfaip2* ^−/−^ EBs that have undergone *in vitro* differentiation for 3 days either in the absence or presence of PA/PC (Dataset EV9). Of note, PA/PC treatment of *Tnfaip2* ^−/−^ EBs reverted the prolonged expression of positive regulators of stem cell maintenance (Fig 9E—upper part, binomial test, *P* = 0.0056, ground probability = 0.5366, asterisks mark reverted changes in gene expression that were seen in *Tnfaip2* ^−/−^ EBs versus WT EBs depicted in Fig 7B—upper part). PA/PC treatment of *Tnfaip2* ^−/−^ EBs also rescued the expression levels of mesoderm development markers (Fig 9F; binomial test, *P* = < 0.0001, ground probability = 0.4634, asterisks mark the rescue in the attenuated gene expression seen in *Tnfaip2* ^−/−^ EBs versus WT EBs depicted in Fig 7C). The observed rescue in expression levels of negative regulators of stem cell maintenance (Fig 9E—lower part) or markers of ectoderm development (Fig 9G) were not significant but the number of genes in these sets was rather low for statistical testing. Immunofluorescence analysis confirmed an upregulation of early ectoderm and mesoderm markers, SOX1 and T in PA/PC‐treated *Tnfaip2* ^−/−^ EBs versus control‐treated *Tnfaip2* ^−/−^ EBs (Fig 9H, compare to Fig 7E). Together, these data provided experimental evidence that decreases in lipid metabolism contribute to defects in ESC differentiation in *Tnfaip2* ^−/−^ EBs versus WT EBs, which can be rescued by PA/PC treatment.

### *Tnfaip2* and *Vim* act epistatically to impair reprogramming of MEFs into iPSCs

To further analyze the pathway of *Tnfaip2 and Vim* in impairing the reprogramming of somatic cells into iPSCs, we first conducted experiments to analyze whether knockdown of *Vim* would contribute to the inhibition of de‐differentiation of somatic cells during reprogramming. To this end, MEFs from *Oct4*‐eGFP reporter mice (Lengner *et al*, 2007, see above) were lentivirally infected with two verified shRNAs inducing *Vim* knockdown (Fig EV3B) or with a scrambled control shRNA. Induction of reprogramming was conducted with a 4‐factor polycistronic lentivirus construct (OSKM, see above). Of note, *Vim* knockdown led to a similar increase in reprogramming efficiency (Fig 10A–C) as the knockdown of *Tnfaip2* (Fig 1B–E). Moreover, there was only a small increase in the reprogramming efficiency upon codepletion of *Tnfaip2* and *Vim* compared to the single knockdown of either *Tnfaip2* or *Vim* (Fig 10D and E). Albeit this increase was significant for the latter comparison, the low size of the codepletion effect relative to the single knockdown effects of either *Tnfaip2* or *Vim* suggested that *Tnfaip2* and *Vim* act epistatically in inhibiting reprogramming. RT–qPCR analysis of shRNA‐infected MEFs revealed that *Tnfaip2* knockdown also led to a reduction in *Vim* mRNA expression, whereas *Tnfaip2* mRNA expression levels did not change in response to *Vim* knockdown (Fig 10F and G). These data suggested that *Tnfaip2* acts upstream in regulating *Vim* expression but not the other way around. Next, we combined *Vim* overexpression and *Tnfaip2* knockdown as well as *Tnfaip2* overexpression and *Vim* knockdown to functionally test the hierarchy of these two genes on reprogramming efficiency of 4‐factor (OSKM) transduced MEFs (Fig 11A and B). While *Tnfaip2*‐depleted MEFs with ectopic expression of *Vim* led to a significant reduction in the formation of iPSCs as compared to control vector‐targeted MEFs, *Vim*‐depleted MEFs overexpressing *Tnfaip2* yielded a significantly higher reprogramming efficiency compared to the controls (Fig 11C and D). Together, these data revealed genetic evidence that *Tnfaip2*‐dependent induction of *Vim* acts epistatically in inhibiting the reprogramming of MEFs into iPSCs.

**Figure 10:**
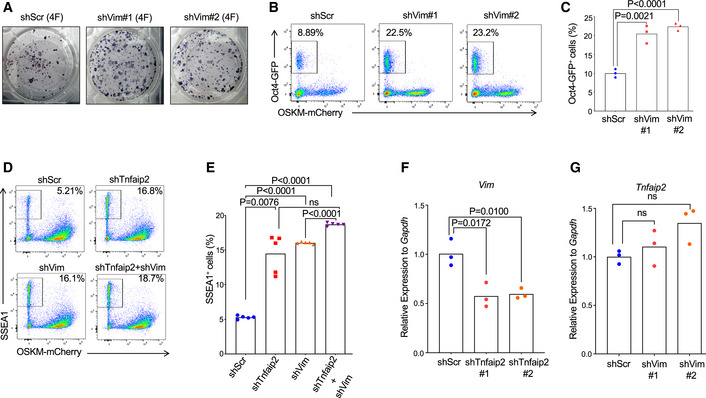
*Tnfaip2* and *Vim* act epistatically to impair cellular reprogramming A–G
*Oct4‐*eGFP reporter MEFs or WT MEFs were infected with (A–C) shRNAs or (D, E) combinations of shRNAs. Cells were co‐infected with four reprogramming factors (OSKM) and double‐infected cells were FACS‐sorted and grown for 14 days, when reprogramming efficiencies were determined by FACS. (A) Representative images of AP staining of iPSC colonies and (B) representative FACS profiles of *Oct4*‐positive iPSCs on day 14, (C) quantification of the percentage of *Oct4*‐GFP^+^ iPSCs in MEF cultures that were infected with two different shRNAs targeting *Vim* or a scrambled shRNA control [*n* = 3 biological replicates per group; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by *t*‐test with Holm–Sidak correction multiple comparisons]. (D) Representative FACS profiles of mouse‐specific pluripotency cell surface marker SSEA1^+^ iPSCs on day 14 of reprogramming and (E) quantification of the percentage of SSEA1^+^ iPSCs in MEF cultures that were infected with the indicated shRNAs targeting *Vim* and/or *Tnfaip2* [*n* = 5 biological replicates; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) but showed unequal variance; data were analyzed by Brown–Forsythe and Welch ANOVA and Dunnett's multiple comparisons test]. (F, G) RT–qPCR was performed to determine (F) *Vim* mRNA expression in scrambled shRNA‐infected MEFs versus shRNA‐*Tnfaip2*‐infected MEFs or (G) *Tnfaip2* mRNA expression in scrambled shRNA‐infected MEFs versus shRNA‐*Vim*‐infected MEFs. (F,G) Infected cells were purified by BFP‐sorting on day 4 after infection [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by *t*‐test with Holm–Sidak for multiple comparisons].

**Figure 11:**
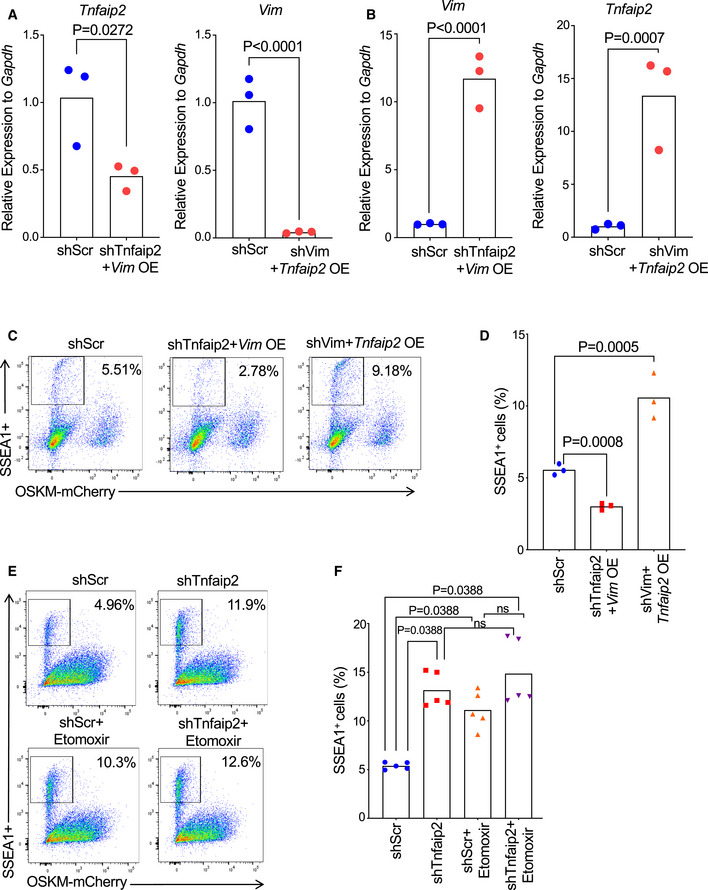
*Vim* and *Cpt1a* act downstream of *Tnfaip2* in impairing cellular reprogramming *Oct4‐*eGFP reporter MEFs or WT MEFs were (A‐D) infected with a vector expressing the indicated shRNA in combination with the indicated cDNA (OE indicates overexpression), or (E,F) infected with the indicated shRNA with or without combined treatment with Etomoxir—a chemical inhibitor of CPT1A. A–FCells were co‐infected with four reprogramming factors (4F = *Oct4*, *Sox2*, *Klf4*, *c‐myc* = OSKM), and double‐infected cells were FACS‐sorted for analysis. (A) RT–qPCR analysis on day 4 after infection to determine RNA expression of *Tnfaip2* or *Vim* in *Tnfaip2*‐depleted cells with ectopic expression of *Vim* (left) or in *Vim*‐depleted cells with ectopic expression of *Tnfaip2* (right). Scramble shRNA (shScr)‐infected MEFs served as a control [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by *t*‐test]. (B) RT–qPCR analysis on day 4 after infection to determine RNA expression of *Vim* or *Tnfaip2* in *Tnfaip2*‐depleted cells with ectopic expression of *Vim* (left) or in *Vim‐*depleted cells with ectopic expression of *Tnfaip2* (right). Scramble shRNA (shScr)‐infected MEFs served as a control [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by *t*‐test]. (C) Representative images of FACS profiles and (D) quantification of SSEA1^+^ iPSCs on day 14 after infection of MEF cultures with the indicated combination of shRNAs plus cDNAs (OE) or scrambled shRNA control [*n* = 3 independent cultures per group; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐way ANOVA and Dunnett’s multiple comparison test] (E) Representative FACS profiles and (F) quantification of the percentage of SSEA1^+^ iPSCs in MEF cultures on day 18 after infection with shRNAs targeting *Tnfaip2* or a scrambled shRNA control with or without continuous treatment with Etomoxir [*n* = 5 biological replicates; data were not normally distributed (*P* < 0.05 as per Shapiro–Wilk test) and analyzed by Mann–Whitney *U*‐test with Holm–Sidak correction for multiple comparisons].

To analyze the influence of FA on *Tnfaip2*‐dependent effects on reprogramming, MEF were reprogrammed with four factors (4F, see above) with or without co‐treatment of the cultures with Etomoxir (O’Connor *et al*, 2018)—an irreversible inhibitor of the FA‐transporter CPT1A (see above). Etomoxir treatment significantly increased the reprogramming rate of MEFs into iPSCs (Fig 11E and F). Of note, supplementation of Etomoxir to *Tnfaip2*‐depleted MEFs undergoing cellular reprogramming did not lead to an additional increase in generation of iPSCs as compared to either of the two interventions by itself (Fig 11E and F). Collectively, these data suggested that *Tnfaip2*, *Vim*, and *Cpt1a* are part of the same mechanism that impairs reprogramming of MEFs into iPSCs.

### Application of palmitic acid rescues organ homeostasis of *Smed‐exoc3*‐depleted planarians

Our above data indicated that defects in organ homeostasis in planarians in response to *Smed‐exoc3*‐depletion are associated with an accumulation of neoblast stem cells disturbances in the expression of stemness and differentiation regulating genes in neoblast cells (Fig 5A–F and Dataset EV3–EV5). Interestingly, the expression levels of various components of the exocyst complex including *Exoc3* increase during LD formation and colocalize with LDs (Inoue *et al*, 2015). Since our experiments on ESCs and iPSC had revealed a critical role of TAGs in mediating EB differentiation (Fig 9C–H), we explored the TAG profile of *exoc3(RNAi)*‐treated planarians compared to *gfp(RNAi)*‐treated controls by analyzing the abundance and composition of major triglyceride species by ultraperformance liquid chromatography ESI tandem mass spectrometry. Intriguingly, like *Tnfaip2* ^−/−^ EBs, targeted quantification of TAGs (at day 38 of the RNAi injection protocol, Fig 2B) revealed that *Smed‐exoc3‐*depleted planarians, like *Tnfaip2* ^−/−^ EBs, contain significantly lower levels of TAGs compared to controls (Fig 12A). To test whether PA/PC treatment could also rescue the *in vivo* defects in differentiation of somatic stem cells and the impairments in organ maintenance in *Smed‐exoc3*‐depleted planarians, a rescue experiment was conducted by cotreating *Smed‐exoc3*‐depleted planarian with or without PA/PC (Fig 12B). Control experiments revealed that the PA/PC cotreatment did not affect the knockdown efficiency of *exoc3(RNAi)* treatment in planarians (Fig 12C). It also did not rescue the double‐head phenotype of Smed‐β‐*catenin‐1*‐depleted, amputated planarian (Fig 12D) a well‐documented, impressive RNAi phenotype in planarians (Iglesias *et al*, 2008; Petersen & Reddien, 2008; Gurley *et al*, 2008). Of note, PA/PC cotreatment of *exoc3(RNAi)*‐treated planarians rescued organ maintenance in 20 out of 23 animals (Fig 12E) and the expression of marker genes of differentiating progenitor cells from the epidermal lineage (Fig 12F). Together, these results indicate that PA/PC delivery rescues impairments in organ maintenance of *Smed‐exoc3*‐depleted planarians without affecting the knockdown efficiency of dsRNA injection.

**Figure 12:**
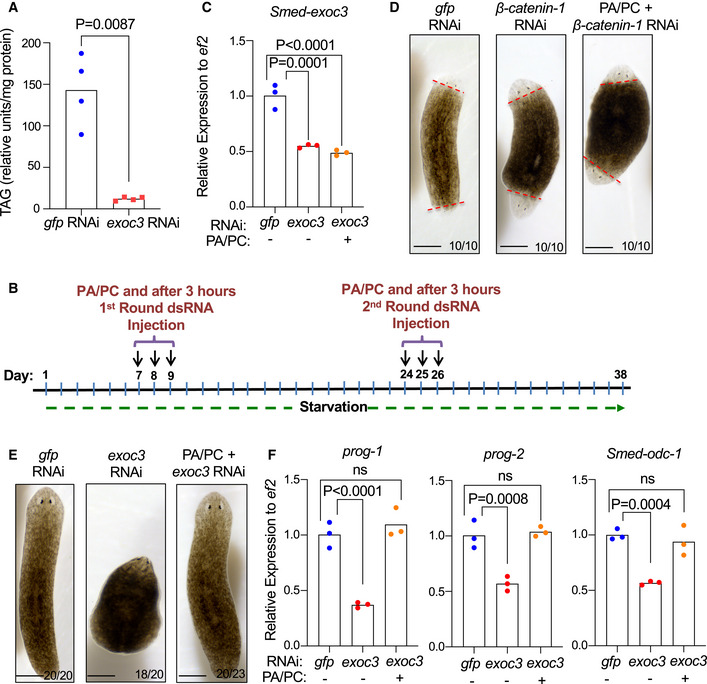
Rescue in organ homeostasis in *Smed‐exoc3* depleted planarians by FA supplementation ATAG levels in *exoc3(RNAi)*‐treated planarians versus *gfp(RNAi)*‐treated controls as determined by UPLC‐MS/MS, [*n* = 4 experimental replicates on pools of 25 planarians per group per experiment; data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test), variances were different between the groups (*P* < 0.05); thus, data were analyzed by Welch’s *t*‐test].BSchematic representation of the regime of RNAi treatment in combination with PA/PC (750 μM each, 160 nl per worm). PA/PC was administered 3 h before injecting dsRNA against *Smed‐exoc3* or against *gfp* as a control.CRT–qPCR analysis of *exoc3* mRNA expression in planarians of the indicated genotypes and treatment schedule [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐way ANOVA and Dunnett’s multiple comparison test].DRepresentative images of regenerating planarians that were injected with *gfp‐*RNAi, Smed*‐*β‐*catenin‐1‐*RNAi, or Smed*‐*β‐*catenin‐1‐*RNAi in combination with PA/PC injection (as described in panel B) on day 7, 8 and 9. Heads and tails were cut on day 10, images were taken on day 17 after amputation. (3 repeat experiments with 3–4 biological replicates per experiment; red dotted lines demarcate sites of amputation, scale bar: 0.5 mm). Number ratios in the photographs indicate the total number of animals exhibiting the represented phenotype.EImages of body plan maintenance in non‐injured planarians that were injected with *gfp‐*RNAi, *exoc3*‐RNAi, or *exoc3*‐RNAi in combination with PA/PC injection (as described in panel B, *n* = 3 experimental replicates with 6–8 biological replicates per experiment, scale bar: 0.5 mm). Number ratios in the photographs indicate the total number of animals exhibiting the represented phenotype.FRT–qPCR analysis of marker genes of early stem cell differentiation (*prog‐1* and *prog‐2*) and late stem cell differentiation (*Smed‐odc1*) in planarians exposed to the indicated treatment regiments on day 38 of the experiment as indicated in panel B [*n* = 3 biological replicates; log‐transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one‐way ANOVA and Dunnett’s multiple comparison test].

## Discussion

The current study provides experimental evidence that *Tnfaip2/Exoc3* have a critical role in instructing stem cell differentiation by inducing *Vim*‐dependent LD formation. LDs represent major hubs for lipid metabolism involving the biosynthesis, degradation, mobilization, and distribution of TAGs as major components of the LD inner core (Wilfling *et al*, 2013; Olzmann & Carvalho, 2019). TAGs are not only important for the storage of lipids but are also needed for lipid metabolism and the supply of cells with FAs, which have a crucial role in differentiation induction in various stem cell systems (Gurumurthy *et al*, 2010; Yanes *et al*, 2010; Ito *et al*, 2012; Bailey *et al*, 2015; Lahvic *et al*, 2018; Xie *et al*, 2018; Obniski *et al*, 2018; Sênos Demarco *et al*, 2019). Interestingly, FA deprivation in culture medium is sufficient to stall human pluripotent stem cells (hPSCs) in a pluripotent state at the transition of naïve to primed state hPSCs (Cornacchia *et al*, 2019) implying that lipid metabolism and FA supply is an essential step for the exit from pluripotency. This could also be important for *in vivo* differentiation of pluripotent cells as lipid metabolism is employed during early embryogenesis by the use of fat storages in LDs of oocytes (Johnson *et al*, 2003).

The current study indicates that *Tnfaip2* has a critical role in TAG biosynthesis and LD formation during early stages of ESC differentiation in culture. The failure to increase intracellular TAG levels and LD formation in *Tnfaip2*‐deficient EB cultures is associated with a complete inhibition of differentiation induction, which, however, can be fully rescued by FA treatment of the cultures. These findings support the conclusion that *Tnfaip2*‐knockout ESCs are in principle differentiation competent if the failure in lipid biosynthesis and FA production can be overcome.

The exact role of *Tnfaip2* in inducing lipid biosynthesis remains to be delineated. It is conceivable that it involves known functions of *Tnfaip*2 in protein and organelle trafficking (for review see Jia *et al*, 2018). Our proteomic studies point to a potential role of *Tnfaip2*‐dependent *Vim* induction in this process. VIM protein expression is strongly upregulated in response to differentiation induction of ESCs but the deletion of *Tnfaip2* completely abrogates this response during the whole time course of early differentiation of EB cultures on day 0–3 coinciding with a failure of differentiation. TNFα signaling has previously been reported to activate VIM (Mor‐Vaknin *et al*, 2003), and VIM is known to instruct cell differentiation in the hematopoietic system (Benes *et al*, 2006) as well as cell fate changes during epithelial–mesenchymal transition (Mendez *et al*, 2010). How *Tnfaip2*‐dependent processes—for example in protein trafficking—contribute to the induction of VIM expression appears as an important area of future research. Interestingly, the knockdown of *Vim* phenocopied the knockdown of *Tnfaip2* in enhancing reprogramming of MEFs into iPSCs but codeletion of both genes did not lead to additive effects on iPSC formation. In addition, *Vim* overexpression abrogates enhancements in reprogramming efficiency induced by *Tnfaip2* knockdown, whereas the overexpression of *Tnfaip2* does not affect the increase in reprogramming efficiency induced by *Vim* knockdown. These results support the conclusion that *Tnfaip2/Vim* act epistatically in controlling the same mechanistic process, which suppresses the reprogramming of MEFs into iPSCs. The study also shows that inhibition of the FA carrier, CPT1A, increases the reprogramming efficiency of MEFs into iPSCs to a similar level as *Tnfaip2* knockdown, and there is no additive effect of both approaches. Together, these results reveal a new role of *Tnfaip2*‐mediated *Vim* induction, *Vim*‐mediated LD formation, and FA metabolism/transport in impairing the reprogramming of MEFs into iPSCs.

Unlike in mouse or in other mammals, wherein pluripotent stem cells are restricted to early phases of embryonic development, pluripotent somatic stem cells are present in planarians throughout their life to ensure homeostasis and regeneration of all tissues of the worms. Thus, planarians provide a unique *in vivo* model system to study the function of genes and pathways in regulating pluripotent somatic stem cells *in vivo*. In vertebrates, organ regeneration and homeostasis are driven by organ‐specific, adult stem cells with restricted differentiation capacity, including multipotent, oligopotent, or unipotent stem cells. The current study shows that it is possible to use planarians to delineate conserved gene functions as well as gene specification that control the function of pluripotent, embryonic stem cells in culture as well as pluripotent, somatic stem cells at the organism level (in planarians). It seems promising to go on to use this approach to identify novel mechanisms that control the function of restricted, somatic stem cells in more complex organisms such as vertebrates and mammals.

This study reveals that the planarian para‐ortholog of *Tnfaip2*, *Smed‐exoc3*, has an essential role in organ homeostasis and regeneration in planarians. The knockdown of *Smed‐exoc3* does not lead to a failure in the maintenance of somatic stem cells. However, the study shows that it leads to defects in organ maintenance and regeneration in planarian. Of note, the administration of FAs (PA and its mobilized form PC) was sufficient to completely prevent these defects in organ homeostasis suggesting that failures in FA synthesis may also represent a major reason for the abrogation of differentiation capacity of somatic stem cells in *Smed‐exoc3*‐depleted planarians. These findings suggest that in vertebrates, both homologs, *Tnfaip2* and *Exoc3*, have a conserved role in maintaining stem cell function by promoting LD formation and the induction of lipid metabolism. This conclusion is also supported by the finding that the knockdown of both genes enhances the reprogramming efficiency of somatic cells into iPSCs suggesting that the role of *Tnfaip2/Exoc3* in differentiation induction impairs the transition of somatic cells into pluripotency. Interestingly, a crucial role of autophagy‐dependent FA generation has been demonstrated for differentiation of neutrophils (Riffelmacher *et al*, 2017) suggesting that the here identified axis of *Tnfaip2/Exoc3*‐dependent LD formation and TAG synthesis may also be important for differentiation of more mature cell types. It is possible that additional mechanisms that are mediated by *Tnfaip2* contribute to the control of differentiation and somatic cell function. It has been reported that expression of *Tnfaip2* in iPSC‐derived mesenchymal cells is critical for the formation of tunneling nanotubes (TNTs) that mediate mitochondrial transfer into differentiated cardiomyocytes (Zhang *et al*, 2016). It is tempting to speculate that mitochondrial transfer via TNTs could also contribute to the control of differentiation of stem cells during asymmetric cell division of stem cells into self‐renewing stem cells and differentiating progenitor cells.

Altogether, the current study identified a critical role of *Tnfaip2/Exoc3* in differentiation of ESCs as well as in maintaining tissue homeostasis and regeneration *in vivo*. Mechanistically, the study shows that *Tnfaip2/Exoc3*‐dependent induction of lipid biosynthesis and FA production is to control stem cell differentiation and organ maintenance. These findings could have broader implications for aging and carcinogenesis by linking TNFα/NFκB inflammatory signaling with the control of lipid metabolism, stem cell differentiation, and organ maintenance. Impairments in stem cell function and organ maintenance are associated with increases in aging‐associated diseases including cancer. It remains to be investigated whether the chronic activation of inflammatory signaling during aging and carcinogenesis would lead to chronic induction of *Tnfaip2*/*Exoc3*‐driven lipid metabolism in tissue‐resident stem cells and how this would affect tissue maintenance and cancer initiation.

## Materials and Methods

### Preparation of mouse embryonic fibroblasts

Murine embryonic fibroblasts (MEF) cultures were established from E13.5‐day embryos of either wild‐type (WT) or *Oct4‐*eGFP transgenic C57BL/6J mice as described previously (Takahashi *et al*, 2007). Pregnant female mice, 13.5 days post‐plug conformation (E13.5), were sacrificed by cervical dislocation, and *uteri* were removed to isolate the embryos following a quick wash in PBS. The embryos devoid of placenta, head, visceral tissue, and liver were washed once again in PBS and were minced. The minced embryonic tissues were suspended in 3 ml of TrypLE Select (cat. no. 12563029; Thermo Fisher Scientific) for 15 min at 37°C for further dissociation of tissues. An equivalent amount of mouse embryonic fibroblast (MEF) growth medium, constituted by DMEM containing 15% FBS (Gibco), 1% L‐glutamine (Gibco), 1% penicillin/streptomycin (Gibco), and 1% non‐essential amino acids (Gibco), was added, and tissues were dissociated by vigorous pipetting. Debris was removed; the dissociated cells were plated on sterile plastic 10‐cm tissue culture plates and incubated in a tissue culture incubator at 37°C (Eppendorf, New Brunswick Galaxy 170R) for 24 h. MEFs used for generation of induced Pluripotent Stem cells were not passaged more than three times to avoid replicative senescence.

### Lentiviral RNAi screening and generation of induced pluripotent stem cells (iPSCs)

L. Zender (University Hospital, Tübingen, Germany) provided Cancer 1,000 library. It comprises of a pool of 1,774 sequence‐verified miR30‐based shRNAs targeting approximately 1,000 mouse orthologs of well characterized as well as putative human cancer‐related genes (oncogenes as well as tumor suppressors compiled from microarray expression data and literature mining (Witt *et al*, 2006) along with an *eGFP* reporter was deployed for the RNAi screen. This version of focused RNAi library has been widely used to identify attenuators in different biological contexts (Bric *et al*, 2009; Meacham *et al*, 2009; Wang *et al*, 2012). Briefly, mouse embryonic fibroblasts (MEFs) derived from E13.5 C57BL/6J mice were cotransduced in MEF medium with the shRNA library along with a polycistronic vector overexpressing *Oct4*, *Sox2*, *Klf4*, *c‐Myc* (OSKM) carrying mCherry reporter (Sommer *et al*, 2009) in a manner that facilitates single lentiviral integration of both OSKM and the shRNA library with 20 × representation (i.e. 20 infected cells per shRNA and replicate). To this end, the transduction efficiency of both the lentiviral plasmid was kept at 30%. Following 4 days of transduction at 37°C (Eppendorf, New Brunswick Galaxy 170R), cells were resuspended in FACS buffer (2% FBS in HBSS) and filtered through 40‐μm cell filters and the double positive (mCherry^+^/GFP^+^) cells were FACS‐sorted and were allowed to reprogram by plating the cells in the mouse embryonic stem (ES) cell medium (containing 15% KnockOut™ D‐MEM (Gibco) supplemented with Knockout Serum Replacement (Gibco), L‐glutamine (Gibco), penicillin/streptomycin (Gibco), non‐essential amino acids (Gibco), β‐mercaptoethanol (Sigma), and 1,000 U/ml leukemia inhibitory factor (Millipore)) for another 14 days at 37°C with 5% CO_2_ (Thermo Scientific, BBD6220) and the medium was changed on every other day. After 14 days, the emerging iPS cells (SSEA1^+^/mCherry^‐^) were similarly sorted by staining the cells with SSEA1 antibody (cat. no. 125608; BioLegend) at 1:20 dilution for 30 min. Cells were then washed in PBS twice, pooled, and followed by PCR amplification of the shRNA sequences from the genomic DNA using primers flanking the miR30 cassette (for details see Wang *et al*, 2012) which was then subjected to deep sequencing using Illumina HiSeq2500 platform in 50 cycle/single‐end/high‐output sequencing mode with extraction of reads in fastq format using bcl2fastq v1.8.4 to follow up the representation of individual shRNAs in these cells compared to their non‐iPS (SSEA1^‐^) counterparts. The data were analyzed as described previously in Wang *et al*, 2012. Cell sorting was performed using FACSAriaIII (Becton Dickinson) with Diva Software (v8.0.1). The experiment was conducted in biological triplicates. For single‐hit validation and all other experiments related to the generation of iPSCs, 1 × 10^5^ MEFs were seeded in 10 cm culture plates and cotransduced in MEF medium with 15 μl of concentrated pHAGE‐STEMCCA (comprising of the polycistronic cDNA constructs for *Oct4*, *Sox2*, *Klf4* and *c‐Myc* besides mCherry reporter) virus and a vector coding for the shRNAs against candidate genes along with BFP reporter. Four days following transduction, mCherry^+^/BFP^+^ cells were FACS‐sorted. 50,000 FACS‐sorted transduced (mCherry^+^) cells were reseeded on a well of a 6‐well plate and incubated in ES cell medium with or without 5 µM of Etomoxir and replenished every alternative day for another 14 days. iPSC formation was analyzed by AP staining and colony counting or by sorting cells positive for *Oct4*‐GFP/SSEA‐1 pluripotency marker and negative for mCherry expression using FACSAriaIII (Beckton Dickinson) and analyzed with Diva Software (v8.0.1).

### Mouse RNA purification

Total RNA was extracted from mouse embryonic fibroblasts and embryoid bodies using the Masterpure RNA Purification Kit (Epicentre) as described in Muniz *et al* (2017). The RNA was suspended to a concentration of 100 ng/μl using nuclease‐free water (Epicentre). The concentration of the RNA was measured using a spectrophotometer (NanoDrop 2000c; Thermo Fisher Scientific).

### Quantitative RT–PCR (RT–qPCR)

200ng of purified RNA was reverse‐transcribed to generate cDNA. The DNA polymerase IQ SYBR Supermix (Bio‐Rad) was used according to supplier’s information to identify the expression levels of the genes. Real‐time PCR was performed with ABI 7500 Real‐Time PCR System (7500 Software v2.0.6; Applied Biosystems). Primer sequences are provided in Table EV1. Data were analyzed by relative/comparative quantification method (Pfaffl, 2001). For the calculation of delta‐delta Ct‐values, delta Ct‐values of individual groups were scaled by subtracting the mean delta Ct‐value of the respective control group in each of the experiments.

### Production and transduction of lentivirus

Lentiviruses were produced using a 2‐plasmid transfection system (psPAX2 and pMD2.G) along with desired plasmid as previously described (Schambach *et al*, 2006). For this Lenti‐X, cells (Clontech) were cotransfected with 15 μg of shRNA or polycistronic reprogramming vector, 10 μg of psPAX2 helper plasmid, and 5 μg of pMD2.G at 37°C (Eppendorf, New Brunswick Galaxy 170R). Following 48 h of transfection, viral supernatants were harvested every 12 h on two consecutive days and the lentiviral particles were concentrated by centrifugation at 25,000 rpm for 1.5 h at 4°C and were suspended in PBS. This concentrated lentiviral particle was again filtered using 0.22‐μm filter to ensure that it is devoid of any cells. Transduction was carried out in MEF medium supplemented with 8 μg/ml polybrene (Sigma) at 37°C (Eppendorf, New Brunswick Galaxy 170R). After 16 h, the MEF medium was replaced with fresh MEF medium and was kept in an incubator at 37°C (Eppendorf, New Brunswick Galaxy 170R). Four days following transduction, the transduced cells were FACS‐sorted on FACSAriaIII (Beckton Dickinson) with Diva Software (v8.0.1).

### Alkaline phosphatase staining

Alkaline phosphatase (AP) staining of iPS colonies was performed with 5‐bromo‐4‐chloro‐3‐indolyl phosphate (BCIP)/NitroBlue Tetrazolium (NBT) Alkaline Phosphatase (AP) Substrate Kit (cat. no. SK‐5400; Vector Laboratories) in accordance to the supplied manual.

### *CRISPR/Cas9‐mediated generation of Tnfaip2 knockout (Tnfaip2* ^−/−^ *) murine ES cell lines*

CRISPR‐Cas9‐mediated *Tnfaip2* ^−/−^ mouse ES cells (provided by Dr. Francesco Neri) were generated by the Functional Genomics Core Facility of the FLI. In order to knockout the *Tnfaip2* gene, an oligo‐encoding gRNA targeting this gene was inserted into the px458 vector expressing *eGFP* (a kind gift from Dr. Feng Zhang). The Zhang Lab website http://crispr.mit.edu was used to choose the unique gRNA sequence. 4 μg of this plasmid construct harboring the gRNA (sequence information in Table EV1) against *Tnfaip2* was transiently transfected by electroporation in ES cells. 2–3 days later, cells positive for GFP were sorted by FACS using FACSAriaIII (Beckton Dickinson) and analyzed with Diva Software (v8.0.1) in a manner that allows each GFP^+^ cell to be collected in each well of a 96‐well plate. Once the cells grew, the plate was duplicated thereby generating 1 “Master Plate”, while the other plate was used for DNA isolation and Sanger sequencing to identify a homozygous knockout clone (sequence information in Fig EV3). The clone with the desired out‐of‐frame sequence was expanded using the corresponding clone from the “Master Plate”.

### Embryoid body formation

Embryoid bodies (EBs) were generated using hanging drop approach and differentiated as described previously (Takahashi & Yamanaka, 2006; Behringer *et al*, 2016). Briefly, an *in vitro* EB differentiation assay through EB formation was conducted using wild‐type and *Tnfaip2* ^−/−^ ES cells (E‐14). 3.75 × 10^4^ ES cells/ml were resuspended in ES cell medium and rows of 27 μl drops (1,000 cells per drop) on the up‐turned inner surface of the lid of the 10cm tissue culture dish were made and incubated at 37°C (Eppendorf, New Brunswick Galaxy 170R) for 3 days to form EBs. The EBs (at day 0) were plated onto 0.1%‐gelatin‐coated tissue culture dishes to initiate *in vitro* differentiation by incubating for another 3 days in MEF medium at 37°C (Eppendorf, New Brunswick Galaxy 170R). After 3 days (of *in vitro* differentiation), the EBs were harvested.

### Immunostaining of embryoid bodies

Immunofluorescence staining was performed as previously described (Murakami *et al*, 2016). The following primary antibodies were used: rabbit anti‐SOX1 (1:200, Cell Signaling, 4194) and goat anti‐T (1:200, R&D Systems, AF2085).

### Sample preparation for Mass Spectrometry (MS)

Embryoid bodies (five biological replicates per condition/time point) were thawed (after storage at −80°C) and were lysed by addition of 300 µl of lysis buffer (fc 4% SDS, 100 mM HEPES, pH 8.5, 50 mM DTT). Samples were then sonicated in a Bioruptor (Diagenode, Belgium; 10 cycles with 1 min on and 30 s off with high intensity @ 20°C) and heated at 95°C for 10 min, before being subjected to another round of sonication in the Bioruptor. The lysates were clarified, and debris were precipitated by centrifugation at 14,000 rpm for 10 min and then incubated with 15 mM of iodoacetamide at room temperature, in the dark for 20 min. After removal of the supernatant, the precipitates were washed twice with 200 µl of a solution of ice cold 80% acetone. The pellets were then allowed to air‐dry before being dissolved in digestion buffer at 1 µg/µl (3 M urea in 0.1 M HEPES, pH 8). A 1:100 w/w amount of LysC (Wako sequencing grade) was added to each sample, and then, they were incubated for 4 h at 37°C with shaking (1,000 rpm). The samples were diluted at 1:1 ratio with milliQ water and were incubated with a 1:100 w/w amount of trypsin (Promega) overnight at 37°C, 650 rpm. The digests were then acidified with 10% trifluoroacetic acid and then desalted with Waters Oasis^®^ HLB µElution Plate 30 µm. In this process, the columns were conditioned with 3 × 100 µl solvent B (80% acetonitrile; 0.05% formic acid) and equilibrated with 3 × 100 µl solvent A (0.05% formic acid). The samples were loaded and washed thrice with 100 µl solvent A. The eluates were dried down and dissolved in 5% acetonitrile with 0.1% formic acid at a concentration of 1 µg/µl. 10 µl were transferred to an MS vial, and 0.25 µl of HRM kit peptides (Biognosys, Zurich, Switzerland) was spiked into each sample prior to analysis by LC‐MS/MS.

Peptides were separated using the nanoAcquity UPLC system (Waters) fitted with a trapping (nanoAcquity Symmetry C_18_, 5 µm, 180 µm × 20 mm) and an analytical column (nanoAcquity BEH C_18_, 1.7 µm, 75 µm × 250 mm). The outlet of the analytical column was coupled directly to Orbitrap Fusion Lumos (Thermo Fisher Scientific) using the Proxeon nanospray source. Solvent A was water, 0.1% formic acid, and solvent B was acetonitrile, 0.1% formic acid. 1 µg of samples was loaded with a constant flow of solvent A, at 5 µl/min onto the trapping column. Trapping time was 6 min. Peptides were eluted via the analytical column with a constant flow of 0.3 µl/min. During the elution step, the percentage of solvent B increased in a non‐linear fashion from 0% to 40% in 90 min. Total runtime was 115 min, including clean‐up and column re‐equilibration. The peptides were introduced into the mass spectrometer via a Pico‐Tip Emitter 360 µm OD × 20 µm ID; 10 µm tip (New Objective), and a spray voltage of 2.2 kV was applied. The capillary temperature was set at 300°C. The RF ion funnel was set to 30%. Data from pools of each condition/each sample were first acquired in DDA mode to contribute to a sample‐specific spectral library. The conditions were as follows: Full scan MS spectra with mass range 350–1,500 *m/z* was acquired in profile mode in the Orbitrap with resolution of 60,000. The filling time was set at maximum of 50 ms with limitation of 2 × 10^5^ ions. The “Top Speed” method was employed to take the maximum number of precursor ions (with an intensity threshold of 5 × 10^4^) from the full scan MS for fragmentation (using HCD collision energy, 30%) and quadrupole isolation (1.4 Da window) and measurement in the Orbitrap (resolution 15,000, fixed first mass 120 *m/z*), with a cycle time of 3 s. The MIPS (monoisotopic precursor selection) peptide algorithm was employed but with relaxed restrictions when too few precursors meeting the criteria were found. The fragmentation was performed after accumulation of 2 × 10^5^ ions or after filling time of 22 ms for each precursor ion (whichever occurred first). MS/MS data were acquired in centroid mode. Only multiply charged (2^+^–7^+^) precursor ions were selected for MS/MS. Dynamic exclusion was employed with maximum retention period of 15 s and relative mass window of 10 ppm. Isotopes were excluded. In order to improve the mass accuracy, internal lock mass correction using a background ion (*m/z* 445.12003) was applied. For data acquisition and processing of the raw data, Xcalibur 4.0 (Thermo Scientific) and Tune version 2.1 were employed. For the data independent acquisition (DIA), the same gradient conditions were applied to the LC as for the DDA and the MS employed was a Thermo Q‐Exactive HFX. The RF ion funnel was set to 40%. Full scan MS spectra with mass range 350–1,650 *m/z* was acquired in profile mode in the Orbitrap with resolution of 120,000. The default charge state was set to 3^+^. The filling time was set at maximum of 60 ms with limitation of 3 × 10^6^ ions. DIA scans were acquired with 34 mass window segments of differing widths across the MS1 mass range. HCD fragmentation (stepped normalized collision energy; 25.5%, 27%, 30%) was applied, and MS/MS spectra were acquired with a resolution of 30,000 with a fixed first mass of 200 *m/z* after accumulation of 3 × 10^6^ ions or after filling time of 40ms (whichever occurred first). Data were acquired in profile mode.

### MS data analysis

For library creation, the DDA data were searched using MaxQuant (version 1.5.3.28; Martinsried, Germany). The data were searched against a species‐specific (*Mus musculus*) UniProt database with a list of common contaminants appended, as well as the HRM peptide sequences. The data were searched with the following modifications: Carbamidomethyl (C) (Fixed) and Oxidation (M)/ Acetyl (Protein N‐term; Variable). The mass error tolerance for the full scan MS and MS/MS spectra was set at 20 ppm. A maximum of 1 missed cleavage was allowed. The identifications were filtered to satisfy FDR of 1% on peptide and protein level. A spectral library was created from the MaxQuant output of the DDA runs using Spectronaut (v. 10, Biognosys AG). This library contained 84,835 precursors, corresponding to 5,078 protein groups using Spectronaut protein inference. DIA data were then uploaded and searched against this spectral library in Spectronaut. Relative quantification was performed in the software for each pairwise comparison using the replicates from each condition. The data (candidate table) and data reports were then exported as tables, and further data analysis and visualization were performed with R‐studio (version 0.99.902).

### Extraction and analysis of triacylglycerols

Lipids were extracted from ES cells, embryoids and planarians in PBS pH 7.4 by adding methanol, chloroform, and saline (final solvent ratio: 14:34:35:17; Koeberle *et al*, 2010, 2012). The organic phase was evaporated, and the lipid film dissolved and diluted in methanol. 1,2‐Dimyristoyl‐*sn*‐glycero‐3‐phosphatidylcholine (DMPC) was used as internal standard. To calculate total lipid contents, we normalized lipid signals on the internal standard DMPC and cell numbers (EBs) or protein content (planarians).

Triacylglycerols were separated on an Acquity™ UPLC system (Waters) equipped with a BEH C8 column (1.7 μm, 2.1 × 100 mm, Waters) and detected by a QTRAP 5500 mass spectrometer (Sciex) with an electrospray ionization source as described before (Koeberle *et al*, 2013, 2015). The analysis of triacylglycerols was conducted in the positive ion mode. Acquired mass spectra were processed using Analyst 1.6 (Sciex).

### Electron microscopy

EBs were fixed by covering with Karnovsky fixative (2% paraformaldehyde, 3% glutaraldehyde in 0.1 M Cacodylate buffer, pH 7.3) for 8 h at room temperature. For a better handling during processing, EBs were embedded in 3% Agar. After solidification, small pieces were cut with a razor blade and carried over in a tissue processor (Leica) for all following steps. The blocks were rinsed five times with Cacodylate buffer for 15 min each. Secondary fixation was then carried out with 1% osmium tetroxide + 1% potassium hexacyanidoferrate(II) in 0.1 M Cacodylate buffer at 4°C for 2 h. They were then rinsed twice for 15 min in Cacodylate buffer followed by four times wash in distilled water each for 15 min. Blocks were then dehydrated in a series of acetone with increasing concentrations: 30, 50, 70, 90, 95, and 3 × 100%, each for 30 min. Additional en bloc staining with 1% uranyl acetate in 50% acetone was carried out. Samples were infiltrated by treating them in a mixture of acetone/resin: 3:1, 1:1, 1:3, for 45 min each and treating them thrice with epoxy resin “Epon”(glycid ether 100, SERVA) and 1 × Epon + accelerator (BDMA). Samples were then embedded in flat molds followed by polymerization for 48 h at 60°C. Samples were then trimmed using a Reichert UltraTrim (Leica). Semithin sections of 0.5 µm were stained with Azure staining (Richardson *et al*, 1960) to ensure enough cell material was encountered. Ultrathin sections of 55 nm without post‐staining were placed onto copper slot grids coated with a Formvar/Carbon layer. All sections were made with an ultramicrotome “Reichert Ultracut S”(Leica). The images were taken using a transmission electron microscope JEM 1400 (JEOL) with an acceleration voltage of 80 kV and a CCD camera “Orius SC 1000A” (GATAN) analyzed using GATAN MICROSCOPY SUITE software (Version: 2.31.734.0).

### Planarian husbandry

Asexual biotype planarians belonging to the species *Schmidtea mediterranea* were used in this study. They were maintained in MilliQ water containing 1.6 mM NaCl, 1 mM CaCl_2_, 1 mM MgSO_4_, 0.1 mM MgCl_2_, 0.1 mM KCl, and 0.1 g NaHCO_3_ per liter of water at 19°C with 12‐h light and 12‐h dark cycles.

### RNAi experiments in planarians

Templates with T7 promoters appended to both strands were generated. Double‐stranded RNA (dsRNA) was synthesized by using the *in vitro* transcription MEGAscript RNAi kit (Ambion). dsRNA was injected ventrally into the planarian following the conventional schedule of three consecutive days of injections followed by another round of injections for three consecutive days twelve days later of the first round of injections as previously described (González‐Estévez *et al*, 2012). As a control, dsRNA against *gfp* was used as a sequence not contained in the planarian genome. Planarians of 5 to 5.5 mm length at 7 days of starvation were used for the experiments. Details on the RNAi schedules are in the “Results” section.

### Planarian RNA extraction

Five worms or sorted irradiation sensitive cells (X1) for each condition per biological replicate were homogenized in 500 μl TRIzol reagent (Invitrogen) or TRIzol LS (Invitrogen), respectively, with an autoclaved pestle and left for 5 min at room temperature. Hundred μl of chloroform was added and vortexed for 15 s and left for 15 min at room temperature. It was then centrifuged at 14,000 rpm for 15 min at 4°C. The upper aqueous layer containing the total RNA was collected and resuspended in 250 μl of isopropanol. After incubation at room temperature for 10 min, the RNA‐isopropanol mix was centrifuged at 14,000 rpm for 15 min at 4°C. The RNA was then washed in 500 μl of 70% ethanol by vortex for 30 s. Then, it was then centrifuged at 14,000 rpm for 15 min at 4°C. The supernatant was then discarded, and pellet containing the RNA was resuspended in 30 μl of nuclease‐free water.

### Immunostaining in planarians

Whole‐mount immunohistochemistry was performed as previously described (Cebria & Newmark, 2005). The following primary antibodies were used: anti‐VC‐1 (1:15,000; kindly provided by Professor K. Watanabe and H. Orii; Sakai *et al*, 2000); 3C11 (or anti‐SYNAPSIN; 1:25, Developmental Studies Hybridoma Bank; Cebria, 2008) and Sánchez Alvarado, 2002) and Anti‐Histone H3 phosphorylated at serine 10 (1:500; sc‐8656‐R from Santa Cruz).

### Planarian imaging and quantification

Live planarians were observed with Nikon stereomicroscope (SMZ745T). Each representative image for every condition was captured with Leica microscope camera (MC170 HD). Images for H3S10p immunostaining were taken with a Zeiss AXIO Zoom.V16 (Apotome 2) microscope equipped with Axiocam 506 mono and color and analyzed by AxioVison LE 4.8.2.0 software. Acquisition of images was followed by Apotome stacking. H3S10p quantification was conducted on whole planarians using Object Counter 3D plugin from Fiji. Areas were quantified, and images were processed using Fiji. Immunofluorescence images were acquired using a Zeiss LSM 710 ConfoCor 3.1 (Carl Zeiss) confocal laser scanning microscope. The images were analyzed using Fiji to obtain maximum projections from the stacks and were processed using Fiji.

### Phylogenetic analysis

Protein sequences were aligned with MUSCLE (v3.8.425) with standard settings. Alignment filtering and tree calculation were done using phyML (v3.0, via website http://www.phylogeny.fr/one_task.cgi?task_type=phyml, standard substitution model WAG, Approximate Likelihood‐Ratio Test (aLRT) SH‐like). Protein sequences were extracted from the NCBI database with the specified accession numbers. Except the *Schistosoma* sequence which is a concatenation of entries XP_018653839.1 (5' fragment) and XP_018653838.1 (3' fragment). The *Schmidtea mediterranea* sequence was obtained by translation of the specified contig of the PlanMine transcriptome assembly dd_Smed_v6 (http://planmine.mpi‐cbg.de/planmine/; Rozanski *et al*, 2019).

### RNA‐sequencing (RNA‐seq)

RNA integrity and quantification of total RNA was measured using the Agilent Bioanalyzer 2100. Library preparation for planarian (X1 cells) and mouse (EBs) samples were done using Illumina’s TruSeq Stranded mRNA (X1 cells) and TruSeq RNA v2 library preparation kit (EBs), respectively, following the manufacturer’s description. Quantification and quality check of libraries were done using the Agilent Bioanalyzer 2100 in combination with the DNA 7500 kit. Libraries were sequenced on a HiSeq2500 running in 51 cycle/single‐end/high‐output mode. The output per sample for X1 and EBs was on average 50mil (X1) and 46mil (EBs) reads, respectively. Sequence information was extracted in fastq format using Illumina’s bcl2fastq v1.8.4 (X1) or bcl2FastQ v2.20.0.422 (EBs).

### Transcriptome expression analysis

RNA‐seq was conducted on freshly isolated X1 cells (population containing somatic stem cells) from *exoc3(RNAi)*‐treated and of *gfp(RNAi)*‐treated planarians on day 38 of the injection protocol (Fig 2B, *n*= 3 biological replicates per group). The reads of all six samples were mapped with STAR (version 2.7.2b, parameters: ‐‐alignIntronMax 100000 ‐‐outSJfilterReads ‐‐outSAMmultNmax Unique ‐‐outFilterMismatchNoverLmax 0.04; Dobin *et al*, 2013) to the *S. mediterranea* S2F2 genome assembly (dd_Smes_g4) with the repeat filtered version of the smes_v2_SMEG gene annotation, both obtained from PlanMine (Rozanski *et al*, 2019). For each gene, reads that map uniquely to one genomic position were counted with FeatureCounts (version 1.6.5, multi‐mapping or multi‐overlapping reads were not counted, stranded mode was set to “–s 2”; Liao *et al*, 2014). The table of raw counts per gene per sample was analyzed with R (version 3.6.1) using package DESeq2 (version 1.26.0; Love *et al*, 2014) for differential expression. *exoc3(RNAi)*‐treated and *gfp(RNAi)*‐treated planarian samples were contrasted, assigning the latter the reference level. For each gene of the comparison, the *P*‐value was calculated using the Wald significance test. The resulting *P*‐values were adjusted for multiple testing with Benjamini–Hochberg correction. Genes with an adjusted *P*‐value < 0.05 are considered differentially expressed (DEGs). The log_2_ fold changes (LFCs) were shrunk with lfcShrink(method = “normal”) to control for variance of LFC estimates for genes with low read counts.

For the first mouse transcriptome analysis, RNA‐seq data of *Tnfaip2* ^−/−^ EBs and WT EBs were analyzed (*n* = 3 biological replicates per group). The reads were quality‐trimmed and filtered for low complexity with the tool preprocess from the SGA assembler (version 0.10.13, parameters ‐q 30 ‐m 50 –dust; Simpson & Durbin, 2012). The high‐quality reads of all six samples were mapped to the mouse reference genome (GRCm38) with the Ensembl gene annotation (release 90) with TopHat2 (version 2.1.0; Kim *et al*, 2013). For each annotated gene, reads that map uniquely to one genomic position were counted with FeatureCounts (version 1.5.0). The count table was analyzed with DESeq2 (version 1.16.1) in the same way as described in the planarian analysis. *Tnfaip2* ^−/−^ samples and WT samples were contrasted, assigning the latter the reference level. The second mouse transcriptome analysis was performed on *Tnfaip2* ^−/−^ EBs that have undergone *in vitro* differentiation for 3 days either in the absence or presence of PA/PC (*n* = 3 biological replicates per group). The reads of all six samples were mapped with STAR to the mouse reference genome (GRCm38) with the Ensembl gene annotation (release 99), counted with FeatureCounts, and analyzed with DESeq2 as described in the planarian analysis. *Tnfaip2* ^−/−^ samples in presence of PA/PC and *Tnfaip2* ^−/−^ samples in absence of PA/PC were contrasted, assigning the latter the reference level.

Gene lists of Gene Ontology (GO) terms were obtained by using AmiGO 2 (data base version 2019‐07‐02; Carbon *et al*, 2009) with the taxon filter “taxon_subset_closure_label: Mus musculus” and the filter for the respective GO identifier (GO:ID) “regulates_closure:GO:ID”, while the following GO:IDs were queried. GO:0007498 (Mesoderm Development, *n* = 118), GO:0007398 (Ectoderm Development, *n* = 17), GO:1902459 (Positive Regulation of Stem Cell Population Maintenance, *n* = 14), and GO:1902455 (Negative Regulation of Stem Cell Population Maintenance, *n* = 7). For GO:1902459, we added *Tfcp2l1*, *Dppa3*, *Fbxo15*, *Zfp42*, and *Klf2* as these ancillary pluripotency factors were missing in the database which are critical to maintain pluripotent state by counteracting pro‐differentiation influences (Hackett & Surani, 2014). We also added *Tnfaip2* to GO:1902455 as this study identified *Tnfaip2* as the negative regulator of pluripotency. Significance of non‐random overlap between DEGs and genes of a GO term was calculated with the hypergeometric test (R function “phyper”) using all measured genes as the background (*n* = 27,364). All heat maps were calculated on size factor‐normalized read counts followed by gene‐wise normalization (i.e., row *z*‐score). Dendrograms at selected heat maps visualize hierarchical clustering of the genes.

### Overlap calculation to planarian somatic stem cell gene sets

To find overlaps between DEGs of this study to published stem cell gene sets, an identifier (ID) mapping was necessary as each gene set is based on different transcriptome assemblies. Solana *et al*, 2012, used the Sm454ESTABI dataset (25,052 sequences, https://doi.org/10.1371/journal.pone.0015617.s004), Zhu used the SmedAsxl_20130210 dataset (81,283 sequences, https://www.ncbi.nlm.nih.gov/Traces/wgs/GCZZ01), Plass used the dd_Smed_v6 dataset (41,745 sequences, http://planmine.mpi‐cbg.de/planmine/model/bulkdata/dd_Smed_v6.pcf.contigs.fasta.zip), and Fincher used the dd_Smed_v4 dataset (38,633 sequences, https://idisk.mpi‐cbg.de/~brandl/planaria/dd_Smed_v4.nuc.fasta.zip). Each transcriptome was aligned with GMAP (version 2019‐09‐12, ‐‐chimera‐margin = 200 ‐‐min‐trimmed‐coverage = 0.9 ‐‐min‐identity = 0.9; Wu & Watanabe, 2005) to the *S. mediterranea* S2F2 genome assembly (dd_Smes_g4). For each transcriptome, positions where a transcript overlaps with the smes_v2_SMEG gene annotation were identified with bedtools intersect (version v2.28.0, ‐r ‐f 0.50 ‐wa –wb; Quinlan & Hall, 2010). In the case of dd_Smed_v6, the isoform appendix was removed from the transcript ID.

Five established post‐mitotic progeny genes and 32 novel epithelial progenitor markers from Zhu *et al*, 2015; 823 stem cell markers from Solana *et al*, 2012; 199 genes of the cluster “Neoblast1” from Plass *et al*, 2018; 219 genes of the “*smedwi‐1* high” category (clusters 0, 3, 7 and 8) and 3,974 genes of all clusters from the *smedwi‐1^+^* table from Fincher *et al*, 2018, were extracted to find overlaps with 6,339 DEGs from this analysis. Possible duplicated gene assignments were discarded. Significance of non‐random overlap was calculated with the hypergeometric test (R function “phyper”) using the number of genes that were actually assigned to the respective transcriptome as the background.

### FACS analysis of planarian X1 population

Planarians were cut into small pieces on ice and dissociated with trypsin as previously described (Hayashi *et al*, 2006). Cells were then filtered and stained with 20 μg/ml Hoechst 33342 (BD Biosciences) and 0.5 μg/ml Calcein‐AM (BD Biosciences). Cells were then sorted using BD FACSAria III. The FACS analysis provided the percentage X1, X2, Xins, and other population of live cells. The percentage of X1 population among X1, X2, and Xins was calculated by dividing the percentage of the X1 population with the cumulative percentage of X1, X2, and Xins population and then multiplying by 100.

### Treatment with palmitic acid and palmitoyl‐L‐carnitine

Palmitic acid and palmitoyl‐L‐carnitine were used at a concentration that has been reported to induce differentiation of ES cells (Yanes *et al*, 2010). Briefly, ES cells were cultured in MEF medium supplemented with 8 μM each of palmitic acid (cat. no. P5585; Sigma) and palmitoyl‐L‐carnitine (cat. no. 61251 Sigma) at 37°C (Eppendorf, New Brunswick Galaxy 170R) for 3 days to form EBs. The EBs (at day 0) were plated onto 0.1% gelatin‐coated tissue culture dishes to initiate *in vitro* differentiation by incubating for another 3 days in MEF medium supplemented with 8 μM each of palmitic acid and palmitoyl‐L‐carnitine at 37°C (Eppendorf, New Brunswick Galaxy 170R).

Planarians were injected with freshly prepared BSA‐conjugated palmitic acid (PA) and palmitoyl‐L‐carnitine (PC; 750 μM, five pulse of 32 nl each per worm) 3 h prior to every RNAi treatment.

### Statistical tests

All statistical analyses were performed using GraphPad Prism 8 or R (R Core Team, 2019). (Student) *t*‐tests were done as two‐sided, unpaired versions unless otherwise defined. Binomial tests were conducted one‐sided with the R function binom.test with the alternative hypothesis set to “greater”. *P*‐values are shown four digits after decimal.

## Author contributions

SD and KLR conceptualized and designed the study. SD, DAF, MKD, KB, MS, MG, JK, AGo, PR acquired the data. SD, DAF, PK, MKD, KS, JK, AGo, AGr, AK, SP, CGE and KLR analyzed and interpreted the data. SD and KLR wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Dataset EV7 Click here for additional data file.

Dataset EV8 Click here for additional data file.

Dataset EV9 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The shRNA sequencing data discussed in this publication have been deposited in NCBI's Sequence Read Archive and are accessible through SRA accession number PRJNA637081 (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA637081). The RNA‐seq data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al*, 2002) and are accessible through GEO Series accession number GSE134302 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134302). The mass spectrometry proteomics data are available via ProteomeXchange with identifier PXD014628 (http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD014628). GenBank accession number for *Smed‐exoc3* cDNA sequence is MN996227.

# Supplementary material for: Tnfaip2/exoc3‐driven lipid metabolism is essential for stem cell differentiation and organ homeostasis
**Source:** EMBO Rep. 2020 Dec 10;22(1):e49328. doi: 10.15252/embr.201949328
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

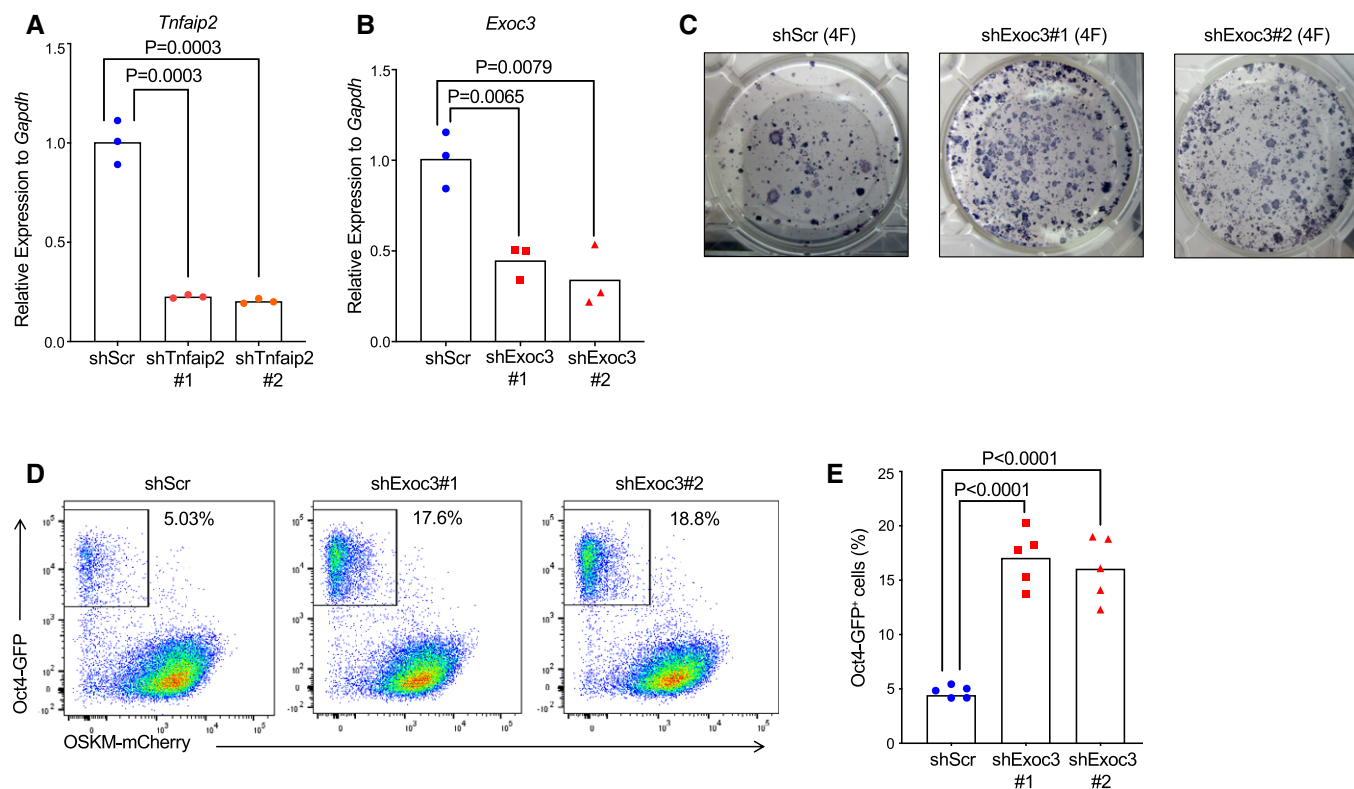

**Figure EV1. Knockdown *Exoc3* enhances reprogramming of MEFs.**

- A** RT-qPCR analysis on *Tnfaip2* expression in MEFs that were infected with shRNAs against *Tnfaip2*. The shTnfaip2#1 was from the screening library (Fig 1), and the shTnfaip2#2 was independently designed. Expression levels were determined in FACS-purified, infected cells (BFP-positive) on day 4 after infection [ $n = 3$  biological replicates; log-transformed data were normally distributed ( $P > 0.05$  as per Shapiro-Wilk test) and analyzed by one-sided  $t$ -test with Holm-Sidak correction for multiple testing].
- B** RT-qPCR analysis on *Exoc3* expression in MEFs that were infected with two different shRNAs against *Exoc3*. Expression levels were determined in FACS-purified, infected cells (BFP-positive) on day 4 after infection [ $n = 3$  biological replicates; log-transformed data were normally distributed ( $P > 0.05$  as per Shapiro-Wilk test) and analyzed by one-sided  $t$ -test with Holm-Sidak correction for multiple testing].
- C-E** Oct4-eGFP reporter MEFs were infected with shRNAs against *Exoc3* or a control (scrambled) shRNA and co-infected with a polycistronic vector expressing the four reprogramming factors (OSKM). Double-infected cells were FACS-purified and were allowed to reprogram for 14 days in total and were then analyzed: (C) Representative images of AP staining of iPS colonies ( $n = 3-4$  biological replicates), (D) representative FACS profiles, and (E) histogram on the percentage of Oct4-GFP<sup>+</sup> iPS cells in MEF cultures that were infected with shRNAs targeting *Exoc3* or a scrambled shRNA control [ $n = 5$  biological replicates; data were normally distributed ( $P > 0.05$  as per Shapiro-Wilk test) and analyzed by one-sided  $t$ -test with Holm-Sidak correction for multiple testing].

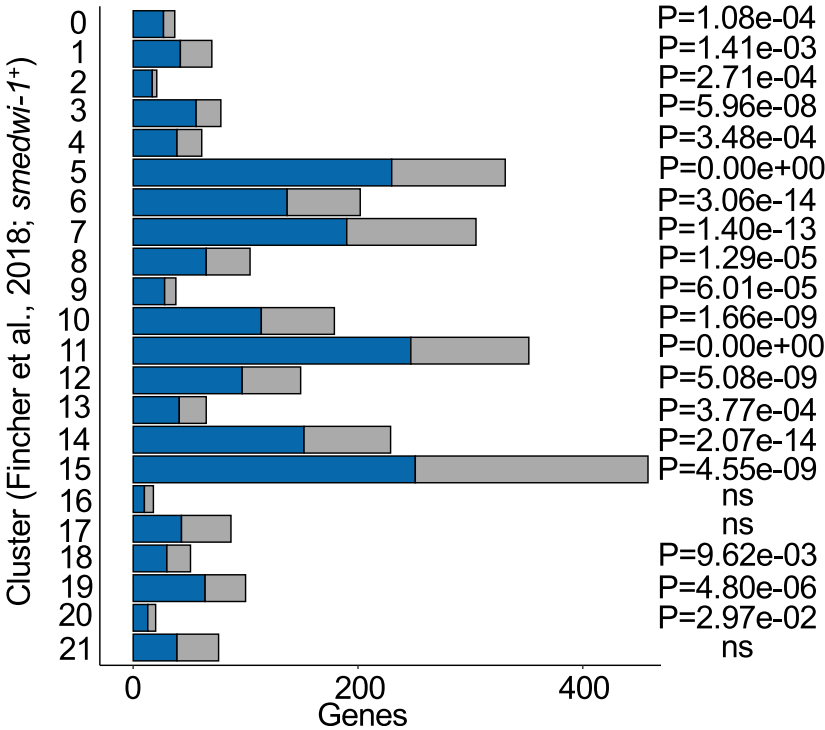

**Figure EV2. *Smed-exoc3* depletion alters gene expression in planarian neoblast.**

RNA-seq was conducted on freshly isolated X1 cells from *exoc3(RNAi)*-treated and X1 fraction of *gfp (RNAi)*-treated planarians on day 38 of the injection protocol. The transcriptome analysis results were compared with previously published gene expression profile. The bar-graph depicts the overlap (blue) of DEGs in X1 cells of *Smed-exoc3*-depleted planarians versus X1 cells of controls ( $n = 3$  biological replicates; adjusted  $P < 0.05$ ) with previously published gene expression profiles in progenitor cells that exhibit expression of the neoblast marker *smedwi-1* (referred to as *smedwi-1+*) but a distinct gene expression signature from the neoblast population indicating that these cells represent a population of progenitor cells differentiating into different lineages (Fincher et al, 2018). The sum of overlapping (blue) and set-exclusive (gray) genes represents the total number of genes of a cluster that were analyzed in this study.  $P$ -values right of the bars represent significance of overlap (hypergeometric test).

**A****Reference full length amino acid sequences for mouse *Tnfaip2*****>*Tnfaip2* (WT)**

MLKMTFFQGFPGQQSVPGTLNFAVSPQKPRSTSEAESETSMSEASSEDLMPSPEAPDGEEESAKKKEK  
 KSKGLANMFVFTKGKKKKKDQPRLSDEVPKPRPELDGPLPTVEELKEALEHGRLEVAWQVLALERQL  
 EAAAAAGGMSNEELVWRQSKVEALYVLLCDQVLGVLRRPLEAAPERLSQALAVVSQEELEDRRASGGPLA  
 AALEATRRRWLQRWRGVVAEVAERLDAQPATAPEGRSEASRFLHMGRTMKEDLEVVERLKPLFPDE  
 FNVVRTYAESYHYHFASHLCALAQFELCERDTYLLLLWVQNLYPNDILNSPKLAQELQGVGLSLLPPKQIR  
 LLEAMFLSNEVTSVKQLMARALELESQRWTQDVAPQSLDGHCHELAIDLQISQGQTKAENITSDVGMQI  
 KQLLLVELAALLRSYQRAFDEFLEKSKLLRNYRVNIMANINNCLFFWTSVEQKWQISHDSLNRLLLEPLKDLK  
 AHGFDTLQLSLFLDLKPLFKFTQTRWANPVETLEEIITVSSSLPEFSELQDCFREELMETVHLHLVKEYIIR  
 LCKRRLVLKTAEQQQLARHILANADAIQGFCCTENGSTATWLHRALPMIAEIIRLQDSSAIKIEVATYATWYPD  
 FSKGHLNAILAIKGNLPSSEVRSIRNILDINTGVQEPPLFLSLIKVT

**Altered amino acid sequences for mouse *Tnfaip2* generated by CRISPR****>*Tnfaip2*<sup>-/-</sup>**

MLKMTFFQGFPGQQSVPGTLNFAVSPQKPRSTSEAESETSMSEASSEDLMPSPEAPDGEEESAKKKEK  
 KSKGLANMFVFT**QREKEK**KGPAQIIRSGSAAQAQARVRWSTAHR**\***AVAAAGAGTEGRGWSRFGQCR

**QREKEK:** Altered reading frame start site**\*** Early stop codon**B**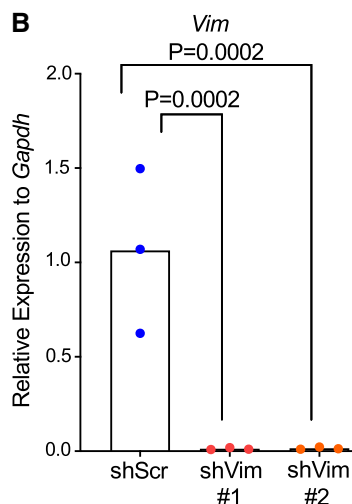**Figure EV3. *Tnfaip2*<sup>-/-</sup> ES cells exhibit downregulation of *Vim* during *in vitro* differentiation.**

- A** CRISPR/Cas9-mediated genome editing to derive *Tnfaip2* knockout (*Tnfaip2*<sup>-/-</sup>) ES cells. The full-length amino acid sequence of wild-type (WT) *Tnfaip2* is shown (upper panel). The CRISPR/Cas9-mediated targeting of the 2<sup>nd</sup> Exon of *Tnfaip2* with frameshift mutation (highlighted in yellow) and insertion of stop codon (asterisk in green) to generate *Tnfaip2*<sup>-/-</sup> ES cells (lower panel).
- B** RT-qPCR analysis on *Vim* expression in MEFs that were infected with two independent shRNAs against *Vim*. Expression levels were determined in FACS-purified, infected cells (BFP-positive) on day 4 after infection [*n* = 3 biological replicates; log-transformed data were normally distributed (*P* > 0.05 as per Shapiro–Wilk test) and analyzed by one-sided *t*-test with Holm–Sidak correction for multiple testing].

How the deposited data were processed for this re-analysis (not part of the article)

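RNA from EBs on day 3 of differentiation was measured in 6 samples, 3 of the WT parental E14 line and 3 of the single Tnfaip2-/- clone. The authors trimmed and filtered the reads, mapped them to GRCm38, counted uniquely mapped reads on each gene of the Ensembl annotation, and deposited the counts without normalization. The strand setting of the counting is not given in the paper's text, and the library kit does not preserve the strand, so that reads of genes that overlap on opposite strands cannot be separated. The table holds 52636 genes, of which 30163 had a count in at least 1 sample. The totals per sample ranged from 21765931 to 23804489 counts, against an average of 46000000 reads stated by the paper. At this depth a gene at the floor of 3 counts has 0.133 CPM, counts per 1000000 counts. In the text, a fold change against a group whose samples are all at or under this floor is given as a lower bound. All 6 columns of the table were used. Of the paper's dataset for this comparison, which lists 27364 genes, the 1998 genes with the lowest log2 fold changes (up to -0.57) were used here. The mean counts of all 1998 lay within 1% of means computed from the deposited counts.

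Samples were grouped by genotype, as given in their descriptions. Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization and the default expression filter of edgeR (a minimum count of 10 and a minimum total of 15), which kept 17849 genes. Groups were compared with the robust quasi-likelihood F test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The newer form of the quasi-likelihood fit was used. In this version of edgeR the legacy form is the default of the function, although the plan made before the data were examined called the newer form the default, and an exploratory fit had used the legacy form before this was seen. The legacy form gave 12069 differentially expressed genes in place of 12084. Standard errors are the absolute log2 fold change divided by the square root of the F statistic and are approximate. The pipeline was tested on simulated data with 200 changed genes, of which it recovered 185, with 11 false calls among 17600 tested genes. At the smallest simulated change of 1.25-fold it recovered 35 of 50. The simulation changed far fewer genes than the 12084 called here, with as many increases as decreases. It therefore could not test the normalization where most genes differ.

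Genes named in the text were chosen by a rule set before the data were examined: each gene that the paper names for these EBs, its further markers measured in EBs by other assays, genes in the heat maps of Fig 7B to 7D, and the 5 genes with the largest increase and the 5 with the largest decrease among differentially expressed genes with a mean of at least 1 CPM whose groups did not overlap. Copg2 falls outside this rule, and Cdkn1a, Perp, Peg10, Ddx3y, and Uty are members of marker sets; these genes, and which genes of the heat maps to name, were picked after their values were seen. Gene positions and lengths come from the GENCODE annotation of GRCm38. Symbols in Fig 7 were paired with gene identifiers by the paper's dataset for the genes used from it, all of them lower in Tnfaip2-/- EBs, and by GENCODE for the others. The pairings differed for Gdf1 only. This pairing was adopted after the data were seen, because GENCODE pairs Gdf1 with an identifier that has 0 counts, whereas the paper pairs it with the identifier that GENCODE gives to Cers1. The exons of the 2 genes overlap on the same strand, and counts cannot tell them apart. With the GENCODE pairing alone the p-value of the mesoderm set is given among the alternatives.

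Gene sets were the genes shown in Fig 7B to 7D, tested by 1-sided exact binomial tests among differentially expressed genes, against the share of all such genes with the same direction. Marker sets written before the data were examined were tested with camera (limma 3.58.1), which estimates the correlation between genes, with adjustment over 17 sets. Median log2 fold changes by chromosome were compared with 10000 permutations of gene positions over chromosomes with at least 20 tested genes. Whether replicate numbers pair the samples was not taken from the paper but checked on the counts, and a fit with the number as a block is given beside the results. The alternatives were DESeq2 1.42.0, other normalizations, no filter or a stricter filter, the legacy fit, a stricter threshold, a test against a fold change of 1.5, the replicate block, leaving out each sample in turn, and other forms of the set tests. Alternatives added after the data were seen were equal depth, a coefficient of variation set at 0.2, a correction for GC content and gene length, shrunken DESeq2 log2 fold changes, this correction with the block, and the GENCODE pairing. The complete gene lists of the database terms were not used here, nor were the planarian samples and the EBs treated with fatty acids analysed at the level of counts.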

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

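The tests against other splits of the samples, equal depth, shared reads, other imprinted genes, copy number, and the GC correction of the p53 targets and of chromosome 17 were chosen only after the results were seen. Each result below is a signal in a gene or a group of genes that the paper does not report on for these EBs.

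Of the 17 marker sets, 3 had an adjusted p below 0.05 in the camera test. Targets of p53 and apoptosis genes had a median log2 fold change of 0.90, with 12 of 12 genes higher in Tnfaip2-/- EBs (adjusted p = 0.0362). Cdkn1a had a log2 fold change of 0.93 and Perp of 3.39 (adjusted p = 1.14e-24 and 1.19e-34 from edgeR's quasi-likelihood test). Genes of primed pluripotency, the state that follows the naive state in differentiation, had a median log2 fold change of -0.98, with 11 of 13 genes lower and 0 higher (adjusted p = 0.0362). The number of sets with an adjusted p below 0.05 rose from 3 to 8 with the correlation between genes fixed. After correction for GC content and gene length the median of the p53 targets was 0.85, and at equal depth it was 0.90. Both adjustments were small, since the totals of the samples were similar and GC content and length explained 0.4% of the variance of log2 fold changes. The real grouping was the only 1 of the 4 splits that part all same-numbered samples with any such set. With 4 splits this count cannot test chance, but the samples differed 56.82 to 60.86 times as much as sampling noise across genotypes and 1.4 to 2.09 times within them. The pattern may reflect the genotype, another property of the single clone, or a difference in culture or processing between the groups. The design cannot separate these.

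Mest, a paternally expressed imprinted gene, fell from 137 ± 0.976 to 0.36 ± 0.0514 CPM (SD, n = 3), a log2 fold change of -8.55 (standard error 0.0854, adjusted p = 4.85e-50 from edgeR's quasi-likelihood test), with 3091, 3052, and 3243 counts in the WT EBs and 7, 9, and 8 in the Tnfaip2-/- EBs. Exons of Copg2 on the opposite strand overlap 23.1% of its exon bases, but Copg2 had a log2 fold change of -0.049, so that reads moving between the genes do not account for the loss. Of 27 imprinted genes tested, 16 were lower and 8 higher in Tnfaip2-/- EBs, with a median log2 fold change of -0.39 (camera adjusted p = 0.22, and 0.0246 with the correlation between genes fixed). Besides Mest, 1 changed at least 4-fold, Peg10, with a log2 fold change of -3.30 (adjusted p = 1.04e-18). A change of imprinting in the clone therefore cannot be set aside as a possible explanation beside the genotype, and allele-specific expression was not tested. Whether the loss of Mest goes with the lower primitive streak and mesoderm genes of these EBs was not tested either.

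Genes on chromosome 17 were shifted by -0.26 (log2) from all tested genes, the largest shift among the chromosomes with at least 20 tested genes (791 genes, permutation adjusted p = 0.000175, with the smallest unadjusted p that the permutations can give). Of these genes 71.3% had a log2 fold change below 0, against 49.7% of all tested genes. Shifts were spread over the genome: 17 of the 21 chromosomes tested, with the mitochondrial genome counted as 1, had an adjusted p below 0.05, of which 7 were lower and 10 higher. Among the others, the largest were -0.246 for the mitochondrial genome (permutation adjusted p = 0.015), -0.21 for chromosome 5, -0.20 for chromosome 3, -0.19 for chromosomes 12 and 10, and 0.12 for chromosome 11 (permutation adjusted p = 0.000175 for each of these 5). Among the chromosomes with at least 20 tested genes, no shift reached 0.3, the size set for a gain or loss in the whole culture (largest -0.257). The Y chromosome, with 6 tested genes and a median log2 fold change of 1.06, was not among them. The lower and upper quartiles on chromosome 17 moved by -0.231 and -0.238, close to its median. A copy number that differs in part of the cells therefore could account for the shift, in either line, and it cannot be told apart from regulation with RNA alone. The shift was -0.251 after correction for GC content and gene length. The real grouping was the only 1 of the 4 splits that part same-numbered samples with a shift as large, and the largest shift in any other split was 0.093.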

How the results depend on the processing

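The alternatives for the coefficient of variation, equal depth, GC content and length, shrinkage, and the GENCODE pairing were chosen only after the data were seen; the others were set before the data were examined. Of 933 alternative values, 871 kept their direction and side of the threshold. Numbers of genes or sets were counted as kept if within 1.5 times the main value, and the share of higher genes if within its confidence interval. Single genes other than Tnfaip2 gave 771 of the 933 values, so that the total mostly describes these genes and not the set tests. Across single genes other than Tnfaip2, 10 values became weaker, 1 stronger (Copg2), and 9 reversed (Exoc3). The weaker values belong to Nanog, Tfcp2l1, Sox2, and Esrrb, which did not pass the test against a fold change of 1.5 or the threshold with the coefficient of variation set at 0.2, and to Fbxo15 and Uty, which did not pass the test against a fold change of 1.5. Where a result changed below, the cause was not tested.

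The number of differentially expressed genes fell from 12084 to 2798 with the test against a fold change of 1.5 and to 3520 with the coefficient of variation set at 0.2, and lay between 11537 and 11744 across the 6 fits that each left out 1 sample. The share of higher genes, 50.28%, was 53.53% with upper-quartile normalization, 53.81% with library size only, 49.18% without a low-count filter, 57.72% with the test against a fold change of 1.5, and 56.76% with the coefficient of variation set at 0.2, and lay between 48.83% and 50.37% with a sample left out.

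The binomial p-value of the positive regulators (0.0506) lies beside the threshold. It fell below 0.05 with DESeq2 (0.0472), RLE normalization (0.0476), no low-count filter (0.027), a mean of at least 50 counts (0.0477), an adjusted p under 0.01 (0.0497), the replicate block (0.0493), equal depth (0.0491), the paper's ground probability (0.0452), the GC and length correction (0.0493), that correction with the block (0.0487), and expression-matched random sets (0.03). It stayed above 0.05 with upper-quartile normalization (0.0863), library size only (0.0902), the test against a fold change of 1.5 (0.426), the coefficient of variation set at 0.2 (0.305), a two-sided test (0.0963), the genes of the database term only (0.298), genes of 1 set only (0.156), and camera (0.0703). With a sample left out it lay between 0.0389 and 0.0514. The mesoderm p-value stayed below 0.05 (7.75e-06 to 0.0115) under each alternative except camera (0.0623), with 0.000983 for the GENCODE pairing, and lay between 0.000482 and 0.00125 with a sample left out. The ectoderm p-value stayed above 0.05 throughout, from 0.058 to 0.493. For the negative regulators, with 4 genes, the direction reversed with DESeq2 (0.689), RLE normalization (0.688), a mean of at least 50 counts (1, with 2 genes), the paper's ground probability (0.693), and camera (0.738), and in 4 of the 6 fits with a sample left out (p-values between 0.682 and 0.705 over all 6). In the reversed cases other than a mean of at least 50 counts and camera, 2 of 4 genes were lower and the ground probability moved across 0.5.

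Tnfaip2 had 7 or fewer counts in each sample. Its log2 fold change was no longer past the threshold with DESeq2 (-2.13), an adjusted p under 0.01 (-2.05), the test against a fold change of 1.5 (-2.05), and DESeq2 shrunken values (-0.34), and lay between -2.43 and -1.50 with a sample left out, where 3 of the 6 fits were no longer past the threshold (adjusted p = 0.0574 without WT replicate 1, 0.0592 without WT replicate 3, and 0.0708 without Tnfaip2-/- replicate 1, and between 0.0153 and 0.0331 in the others); a mean of at least 50 counts removes the gene, and its own fit has no low-count filter. The log2 fold change of Exoc3, 0.001, was near 0 and reversed with DESeq2, RLE normalization, and shrunken values (-0.002 each), no low-count filter (-0.018), and equal depth (-0.008), and lay between -0.023 and 0.025 with a sample left out. The chromosome 17 shift kept its direction and side of the threshold as a mean (-0.265) and with at least 50 counts (-0.267). With the correlation between genes fixed, 8 marker sets in place of 3 passed.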

Differences from the paper's values

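The binomial p-value of the positive regulators was 0.0506 against the paper's 0.0297. Of the alternatives set before the data were examined, no low-count filter (0.027), leaving out Tnfaip2-/- replicate 3 (0.0389), and expression-matched random sets (0.03) came within 1.5 times the paper's value, and the others did not. A test of the 14 of 19 genes that Fig 7B shows as higher, with the paper's ground probability of 0.4965, gave an exact binomial p = 0.0297, and it was chosen after seeing the values.

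The p-value of the mesoderm set was 0.00071 against the paper's 0.0004. Of the alternatives set before the data were examined, no low-count filter (0.000537), leaving out Tnfaip2-/- replicate 1 (0.00057) or replicate 2 (0.000482), and genes of 1 set only (0.000323) came within 1.5 times the paper's value, and the others did not. The 58 of 84 genes that Fig 7C shows as lower, with the paper's ground probability of 0.5035, gave an exact binomial p = 0.000396, a test also chosen after seeing the values.

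The log2 fold change of T was -7.95 against the paper's -6.11787 in its dataset. None of the alternatives set before the data were examined came within its standard error of the paper's value. The paper's methods state that log2 fold changes were shrunk with DESeq2, and the shrunken value, an alternative chosen after seeing the values, was -5.45.

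The paper counts Tnfaip2, Pramel7, Cer1, Shh, and Msgn1 among the genes that differ, and none of these passed the expression filter here. Without the filter each had an adjusted p below 0.05 in edgeR's quasi-likelihood test. The values were 0.0133 for Tnfaip2, 0.000328 for Pramel7, 4.71e-07 for Cer1, 0.00373 for Shh, and 4.77e-05 for Msgn1. Of the 15 ectoderm development genes in Fig 7D, 14 passed the filter.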

Other observations

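The tests of other splits of the samples, equal depth, and the spread between replicates were chosen only after the results were seen.

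Most tested genes differed between the genotypes. At equal depth, 12022 genes passed the threshold, and the 50 highest genes differed by 0.18 percentage points between genotypes in their share of the counts. GC content and gene length together explained 0.4% of the variance of log2 fold changes across 17831 genes. The largest shift of a chromosome with at least 20 tested genes was -0.257. Of the Y-linked genes, 4 tested genes had over 3 counts in both genotypes, so that neither line lacks the Y chromosome as a whole. The 6 tested genes were all higher in Tnfaip2-/- EBs, but not by the same factor: among the 4 genes, the log2 fold change ranged from 0.68 for Uty (standard error 0.0683) to 1.26 for Ddx3y (standard error 0.0647), both named after their values were seen. Loss of the Y chromosome in part of the WT cells would lower each gene by the same factor. The remaining members of the 4 lay nearer to Uty, and Ddx3y stood apart. The tested genes outside these 4 had at most 2 counts in each WT sample, against 10 to 24 in the Tnfaip2-/- samples. Such a loss alone would therefore not give the values of all 6 genes, although WT counts near the floor leave some sizes uncertain. Whether a loss took place beside other changes cannot be decided from these values. With the coefficient of variation set at 0.2, 3520 genes passed. The number of genes may thus partly rest on the small spread between replicates of the same line, and further clones would be needed to show how many differences belong to the genotype. The real grouping was the only 1 of the 10 splits of the 6 samples with any gene past the threshold. The other splits gave 0 genes, and between 55 and 95 genes at an unadjusted p below 0.05. Of the 10 splits, 4 part all same-numbered samples, of which 1, the real one, gave as many genes and as small a p-value for the mesoderm set, and the 6 others keep same-numbered samples together in part. With so few splits the share is never under 0.1, and this count alone cannot test chance.

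After correction for GC content and gene length, which moved log2 fold changes little, 55 of 81 mesoderm genes were lower (exact binomial p = 0.000775) and 13 of 18 positive regulators were higher (p = 0.0493), the same numbers as without it. The share of differentially expressed genes in the mesoderm term was near that of all tested genes (one-sided exact hypergeometric p = 0.456). Only genes shown in Fig 7C were counted as called members, and the term's 118 genes may include genes that were not tested. This test therefore cannot decide whether the term is enriched.

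A dataset of the paper lists genes by their change when Tnfaip2-/- EBs were treated with palmitic acid and palmitoyl-L-carnitine, and the 1998 genes at the top of this list, which is ordered by adjusted p, were used here. A hypothesis was that the treatment moves genes against the direction of the knockout. Of these 1998 genes, 1775 were differentially expressed here, and 1453 of these (81.9%) moved in the opposite direction (permutation p = 1e-04, the smallest the permutations can give; Spearman's rho = -0.7 across genes, which are not independent replicates). Both comparisons rest on untreated Tnfaip2-/- samples, whose means differ between them (median absolute deviation of their log2 ratio 0.923). The paper mapped the reads of each comparison with a different program, so that these means cannot decide whether the libraries are shared. Most of these genes moved in the opposite direction, but shared libraries could by themselves favor this. These genes were also selected for change, and regression toward the WT level was not tested separately. Another hypothesis was that RNA and protein change in the same direction on day 3. Of the 100 proteins that the paper lists as its top regulated ones for day 3, 81 matched a tested gene. Among these, 71 were differentially expressed, of which 59 (83.1%) had the direction of their RNA (exact binomial p = 1.35e-08). The proteins were selected for change and the test treats genes as independent, so that the share cannot be extended to all proteins measured.

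Values of further genes and marker sets are given without an explanation. Vim had a log2 fold change of -1.28 and Cpt1a of -0.98 (adjusted p = 2.04e-34 and 1.09e-25 from edgeR's quasi-likelihood test). Exoc3 had a log2 fold change of 0.001 (adjusted p = 0.988) and Gata6 of 0.14 (adjusted p = 0.288). Pou5f1, a pluripotency gene, fell from 760 ± 9.63 to 419 ± 5.97 CPM (log2 fold change -0.86, adjusted p = 1.62e-32), whereas Sox2 rose (log2 fold change 0.23, adjusted p = 6.14e-11) and Prdm14 rose (1.03, adjusted p = 8.31e-19). Among 16 genes of naive pluripotency, 8 were lower and 8 higher (median log2 fold change -0.12, camera adjusted p = 0.9). Primitive streak genes were lower in 16 of 16 cases (median -4.13, adjusted p = 0.0362). Genes of triacylglycerol synthesis and lipid droplets had a median of -0.02, with 12 lower and 10 higher of 30 (adjusted p = 0.869), and fatty acid oxidation genes had a median of 0.04, with 7 lower and 8 higher of 17 (adjusted p = 0.997). Genes of the 2-cell-like state were higher in 7 of 7 cases (median 2.66, adjusted p = 0.0744) and Y-linked genes in 6 of 6 (median 1.06, adjusted p = 0.163). Of 21 hypoxia and glycolysis genes, 17 were higher and 2 lower (median 0.56, adjusted p = 0.0744). Of 9 neuroectoderm genes, 8 were lower and 1 higher (median -1.58, adjusted p = 0.138). None of these sets was past the threshold. With the correlation between genes fixed, each passed it (camera adjusted p = 0.000413, 0.00115, 1.18e-05, and 0.00171, in this order). The genes with the largest increase were Gm9, at least 18.4-fold higher, Stra8 (log2 fold change 4.41), Krt19 (4.34), Gm9112 (4.17), and Hmcn2 (4.05), and those with the largest decrease besides Mest and T were Pcdh7, at least 15.1-fold lower, Zic1, at least 33.9-fold lower, and Nkx1-2 (-5.98).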
